# The Role of DNA Methylation in Genome Defense in Cnidaria and Other Invertebrates

**DOI:** 10.1093/molbev/msac018

**Published:** 2022-01-27

**Authors:** Hua Ying, David C Hayward, Alexander Klimovich, Thomas C G Bosch, Laura Baldassarre, Teresa Neeman, Sylvain Forêt, Gavin Huttley, Adam M Reitzel, Sebastian Fraune, Eldon E Ball, David J Miller

**Keywords:** DNA methylation, epigenetics, transposons, Cnidaria, coral, genome defense

## Abstract

Considerable attention has recently been focused on the potential involvement of DNA methylation in regulating gene expression in cnidarians. Much of this work has been centered on corals, in the context of changes in methylation perhaps facilitating adaptation to higher seawater temperatures and other stressful conditions. Although first proposed more than 30 years ago, the possibility that DNA methylation systems function in protecting animal genomes against the harmful effects of transposon activity has largely been ignored since that time. Here, we show that transposons are specifically targeted by the DNA methylation system in cnidarians, and that the youngest transposons (i.e., those most likely to be active) are most highly methylated. Transposons in longer and highly active genes were preferentially methylated and, as transposons aged, methylation levels declined, reducing the potentially harmful side effects of CpG methylation. In Cnidaria and a range of other invertebrates, correlation between the overall extent of methylation and transposon content was strongly supported. Present transposon burden is the dominant factor in determining overall level of genomic methylation in a range of animals that diverged in or before the early Cambrian, suggesting that genome defense represents the ancestral role of CpG methylation.

## Introduction

In metazoans, DNA methylation occurs predominantly as methylated cytosine residues in CpG (mCpG) motifs, and was first characterized four decades ago as a repressive epigenetic marker that regulates gene expression and cell differentiation (Holliday and Pugh 1975; Compere and Palmiter 1981; Lieberman et al. 1983) in vertebrates. Methylation at CpG motifs is one characteristic of transcriptionally silent chromatin, including heterochromatin and, for promoters of many vertebrate genes that are expressed in a tissue-specific manner, transcriptional activity is inversely related to promoter methylation. Removal of methylation marks, executed by enzymes known as ten-eleven translocation methylcytosine dioxygenases (TET enzymes), is necessary but not sufficient to permit transcription (Mariani et al. 2014).

Because the CpG methylation system has been lost from *Caenorhabditis*, and its highly diverged equivalent in *Drosophila* went unrecognized until 1999 (Tweedie et al. 1999), it was initially assumed that CpG methylation was significant only in vertebrates (Bird et al. 1995). However, this assumption proved to be incorrect, as the genomes of a phylogenetically diverse range of invertebrates, including representatives of early diverging arthropod lineages, are now known to be substantially methylated (Wang et al. 2006; Lewis et al. 2020).

Data from sponges (de Mendoza et al. 2019) indicate that the DNA methylation machinery was present in the metazoan common ancestor, and the system appears to have been largely conserved between animal phyla. However, in general, vertebrates and invertebrates differ with respect to the extent and nature of CpG modification. In mammals, the majority (>70%) of cytosines in CpG motifs are typically methylated, and genome methylation levels (GMLs) are high. Invertebrate genomes are generally much more sparsely methylated, the methylation landscape often being described as “mosaic-like” (Feng et al. 2010; Zemach et al. 2010). Early studies of 29 animals (Grunau et al. 2001; Gregory 2010; Lechner et al. 2013) suggested that GML of 40% is the boundary between invertebrate (<40%) and vertebrate (>40%) genomes (Lechner et al. 2013) and this generalization still largely holds (Lewis et al. 2020). In invertebrates, promoters are usually not methylated and most of the mCpGs are concentrated on gene bodies, especially at actively transcribed regions, a phenomenon frequently referred to as gene body methylation (gbM) (Sarda et al. 2012; Keller et al. 2016). The consensus is therefore that, in invertebrates, DNA methylation is not directly associated with repressing transcription, but primarily has other regulatory roles.

In addition to the well-established role of CpG methylation in regulating gene expression, transposons are extensively methylated in mammalian genomes (Bestor and Tycko 1996; Bestor et al. 2015). The observation that transposons are targets of DNA methylation (Matzke et al. 1989), along with the common features of bacterial and eukaryotic DNA methyltransferases (DNMTs), suggesting a common origin (Bestor et al. 1988), led Bestor (1990) to propose the genome defense hypothesis. According to this hypothesis, eukaryotic DNA methylation systems evolved from bacterial “immune” (restriction–modification) systems, acquiring an analogous role in silencing parasitic sequences (e.g., transposons) via methylation (Yoder et al. 1997). This function allowed the genome to manage transposable element (TE) activity and become tolerant to TE invasions, which led to genome expansion. Hence, DNA methylation was predicted to be correlated with genomic parasite (TE) load and genome size (Regev et al. 1998). Although recent research supports this relationship in vertebrates (Zhou et al. 2020), in the case of invertebrates, this hypothesis has been rejected outright (Regev et al. 1998) due to the lack of correlation between DNA methylation level (ML) and genome size. Moreover, transposons in invertebrate genomes were found to be depleted of DNA methylation, and consequently are generally considered not to be specifically targeted by DNA methylation (de Mendoza et al. 2019). Rather, Regev et al. (1998) interpreted the coexistence of DNA methylation and high cell turnover as evidence that methylation plays primarily regulatory roles in invertebrates. If this is the case, a natural question is whether changes in GML are associated with phenotypic plasticity. Bewick et al. (2017) studied a wide range of insects and found no evidence for evolutionary association between DNA methylation and sociality. Roberts and Gavery (2012) suggested that limited methylation changes in exons could facilitate differential transcript expression in highly fluctuating environments. However, based on the available evidence, it is difficult to reconcile the idea that methylation serves such regulatory roles with the observation that GML varies >10-fold across the invertebrates (Roberts and Gavery 2012).

Methylome studies of nonbilaterian metazoans can provide insights to understand the evolutionary origin and associated functions of DNA methylation in animals. Previous studies in this area have been predominantly on corals, which have received a disproportionate amount of attention in the past few years due to interest in the potential role of methylation and other epigenetic mechanisms in adapting to a rapidly changing climate. Analyses of CpG depletion (Dixon et al. 2014; Dimond and Roberts 2016) or bisulfite sequencing (BS-Seq) (Zemach et al. 2010) data implied that as in other invertebrates, housekeeping genes were highly methylated relative to differentially expressed genes in cnidarian genomes. These genes have low rates of evolution and show greater codon bias (Dixon et al. 2016) and less transcriptional noise (variation in expression levels) (Liew et al. 2018).

Both genetic (e.g., developmental differences) and environmental factors appear to contribute to differences in methylation patterns in cnidarians. Many stimuli have been analyzed for their effect on patterns of methylation including thermal stress (Dimond and Roberts 2016; Durante et al. 2019), acidification (Dimond and Roberts 2016; Putnam et al. 2016; Liew et al. 2018), transplantation to a common garden (Dimond and Roberts 2020), reciprocal transplantation (Dixon et al. 2014, 2018), and seasonal changes (Rodríguez-Casariego et al. 2020). Although these treatments often resulted in global changes in both gbM and gene expression patterns, correlation between these was either very limited or absent, suggesting that CpG methylation may have other roles in cnidarians.

To better understand the extent and significance of DNA methylation in early diverging eumetazoans, we investigated methylation patterns in the genomes of three members of the phylum Cnidaria, including two representatives of the earliest diverging class Anthozoa—the sea-anemone *Nematostella vectensis* (hereafter *Nematostella*) and the coral *Acropora millepora* (hereafter *Acropora*) and *Hydra vulgaris* (originally published as *H. magnipapillata* and referred to hereafter as *Hydra*), a member of the later diverging class Hydrozoa. These species are among the most studied members of the phylum and provide high-quality data sets for studying patterns of methylation. *Acropora* (*millepora*) has been among the most-studied species of corals (Dixon et al. 2014, 2016, 2018; Dimond and Roberts 2016; Ball et al. 2021; Dixon and Matz 2021). The results imply that, although additional regulatory roles are likely exaptations, transposons are the primary targets of DNA methylation in cnidarians. This model explains both the enormous (>10-fold) variation in GML, and the high level of conservation of the machinery responsible for transcriptional silencing observed across the invertebrates.

## Results

### The Methylation Landscapes of Representative Cnidarians

Genome assemblies are now available for a number of cnidarians, but methylome data are available for only a small subset of these (supplementary table S1, Supplementary Material online), one consequence of which is that general patterns are unclear. To investigate cnidarian DNA methylation patterns, whole-genome BS-Seq data were generated from *Nematostella, Acropora*, and *Hydra—*three cnidarians that are well-represented in the databases (supplementary table S2, Supplementary Material online). At a genome-wide level, 15.0%, 19.6%, and 28.3% of CpG dinucleotides were methylated (denoted as mCpG) in *Nematostella*, *Acropora*, and *Hydra*, respectively (fig. 1*A* and supplementary table S3, Supplementary Material online). DNA methylation in CHG and CHH (H = A, G, or T) contexts was barely detectable, implying that these are likely to actually be methylation-free and thus supporting a very low false discovery rate at CpG motifs. Meanwhile, the DNA methylation landscapes of these cnidarians resemble those of many other invertebrates in that methylation is sparse and patchily distributed (fig. 1*B*). Genome-wide DNA MLs in cnidarians (6.37–28.3% including *Exaiptasia pallida*; Li et al. 2018 and *Stylophora pistillata*; Liew et al. 2018) are broadly in line with those observed in arthropods (3–33%) (see below), suggesting that high variation in DNA ML is a common phenomenon in different phyla.

**Fig. 1.**
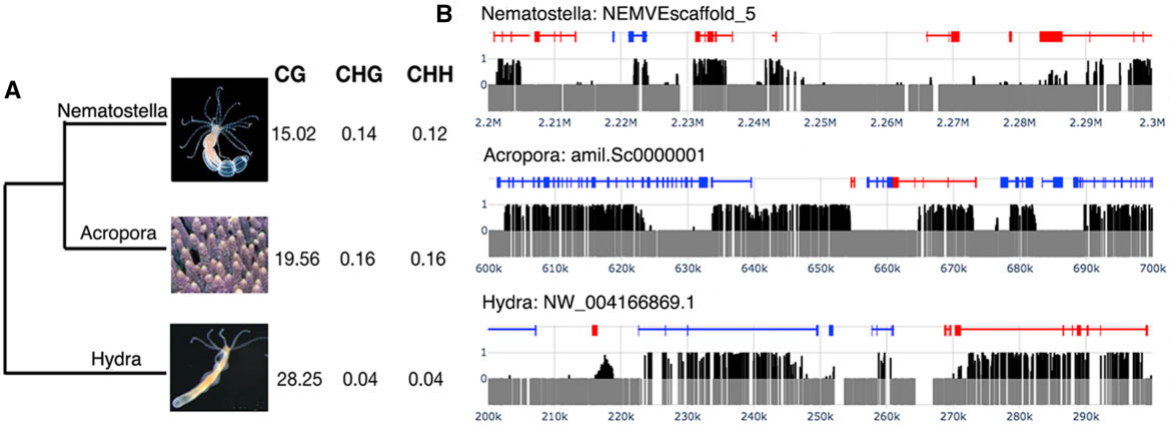
General characteristics of the methylomes of *Nematostella*, *Acropora*, and *Hydra*. (*A*) The cladogram at left summarizes relationships between the three cnidarians studied here, and the table indicates the occurrence of 5-methylcytosine in different sequence contexts in the three cnidarians. (*B*) mCpG is patchily distributed across the genomes of *Nematostella*, *Acropora*, and *Hydra*. The figure shows the distribution of CpG (gray vertical bars) and mCpG (black vertical bars) across typical regions of the genomes of *Nematostella* (upper), *Acropora* (middle), and *Hydra* (lower). The positions of genes on the + and −strands are indicated by the blue and red lines, respectively; boxes show the positions of exons.

### Transposons Are Targets of DNA Methylation in Cnidaria

It has been reported that DNA methylation preferentially targets intragenic regions in invertebrates (Feng et al. 2010; Zemach et al. 2010), a pattern often referred to as gene body methylation (gbM). Although in the three cnidarians examined here, 50.1–68.4% of mCpGs occurred within the gene body, these occurred predominantly in introns rather than exons. Since genomic features are rarely evenly distributed, DNA MLs (defined as the ratio of mCpGs to covered CpGs; ≥2 reads), were calculated for different genomic features. This analysis confirmed that CpGs in introns were more frequently methylated than were those in exons, whereas promoters and intergenic regions were relatively depleted of DNA methylation (fig. 2*A* and *B*). Similar findings have been reported for two other cnidarians, *Stylophora* (Liew et al. 2018) and *Exaiptasia* (Li et al. 2018). Within introns, repetitive sequences, the vast majority of which were transposons (supplementary table S4, Supplementary Material online), were methylated significantly more frequently (odds ratios [OR] ranged from 1.76 to 2.19, *P* < 10^−16^; supplementary table S5, Supplementary Material online) than were nonrepetitive sequences, which were more frequently methylated than exons (fig. 2*C*). This was observed irrespective of repeat classes. This contrast is most obvious in *Hydra*, in which intronic repetitive sequences were hypermethylated to a vertebrate-like level (72.76%), whereas only 39.05% exonic CpGs were methylated (fig. 2*C*). Additionally, within introns, repetitive sequences were enriched in both CpG dinucleotides and mCpGs over the nonrepetitive background. For example, in *Acropora*, transposons accounted for 32% of intron sequences, but comprised 42% and 54% of intronic CpG dinucleotides and mCpGs, respectively. Similar phenomena were observed in both *Nematostella* and *Hydra* (supplementary table S5, Supplementary Material online). These results indicate that intronic transposons are preferentially targeted by DNA methylation.

**Fig. 2.**
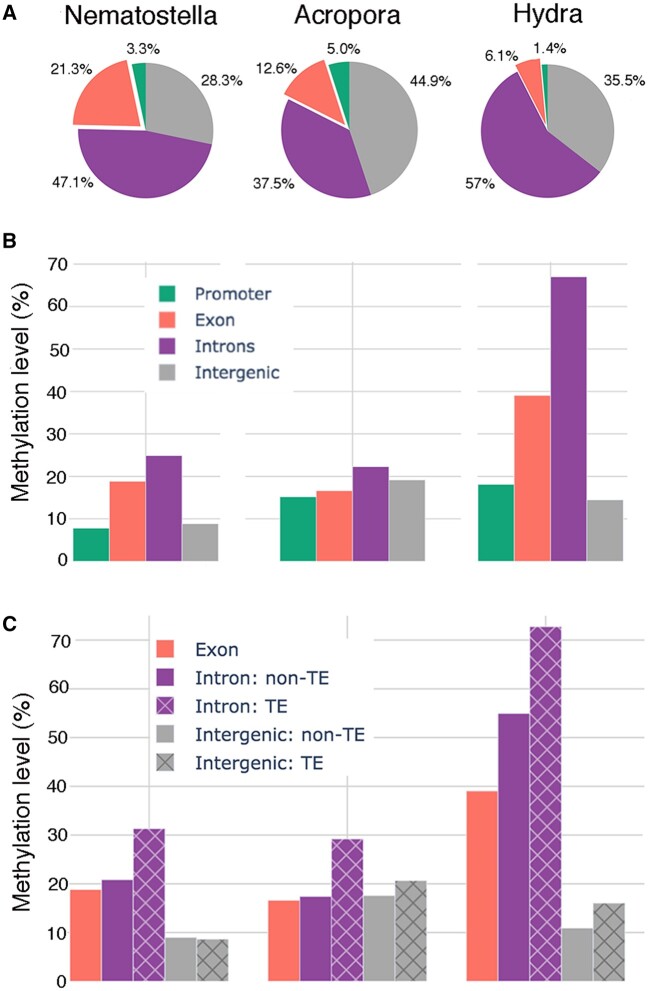
(*A*) The distribution of mCpG in introns, exons, promoters, and intergenic regions across the genomes of the three cnidarians. Percentages were calculated as 100×number of mCpG in a genomic region/total number of mCpG in the genome. (*B*) Introns are more heavily methylated than exons, promoters or intergenic regions in all three cnidarians studied here. Methylation levels (ML%) were calculated as 100×number of mCpG/total number of CpG (coverage ≥2) in each genomic region. (*C*) Intronic transposons are methylated above the (intronic) background across all three cnidarians and in both *Acropora* and *Hydra* (but not *Nematostella*) transposons in intergenic regions are methylated to a higher level than the corresponding (nonrepetitive) background.

Despite intergenic regions harboring lower densities of mCpGs than the gene body, specific transposon classes were apparently targeted by DNA methylation in the three species. Overall, both *Acropora* (OR 1.22 ± 0.01) and *Hydra* (OR 1.56 ± 0.01) showed the same pattern of mCpG enrichment of repetitive sequences compared with the nonrepeat background in intergenic regions, whereas *Nematostella* (OR 0.91 ± 0.01) did not. In the case of *Acropora*, intergenic regions were more highly methylated (19.16%) than exons (16.61%). Retrotransposons comprised 56.78% of the known transposon complement, and those in intergenic regions had a similar ML (28.64%) to their intronic counterparts (31.44%), supporting transposons as the main targets of methylation. Intergenic (nontransposon) background DNA MLs were similar in *Hydra* and *Nematostella* (10.92% and 9.00%, respectively), whereas gene body methylation was much higher (fig. 2*C*) for *Hydra*, and such a trend was clearly observed for both retrotransposons (ML 15.68%, OR 1.52 ± 0.01) and DNA transposons (ML 17.42%, OR 1.72 ± 0.01). In the *Nematostella* genome, on the other hand, intergenic DNA transposons (which comprise over 60% of known transposons in this species) were undermethylated (ML 8.22%, OR 0.91 ± 0.01), but retrotransposons (ML 11.31%, OR 1.29 ± 0.01) were significantly more highly methylated (*P* < 10^−16^) than the genome background (supplementary table S6, Supplementary Material online).

### Young Transposons Are the Primary Targets of Methylation

The relationship between transposon age and the extent of DNA methylation was investigated by using RepeatMasker (see Materials and Methods) to estimate the divergence (Kimura distance) of individual transposon sequences compared with the inferred consensus for each transposon family. Low levels of divergence indicate sequences that have accumulated few mutations from their common ancestor and therefore are considered to be young (Giordano et al. 2007; Quesneville 2020). Interestingly, the *Nematostella* genome hosts a much higher proportion of young transposons (63.83% with divergence <10) than do those of *Acropora* (44.39%) or *Hydra* (38.87%) (supplementary fig. S1, Supplementary Material online). Despite these differences, when transposons (covered CpG ≥ 10) were classified as either unmethylated (ML ≤ 10%) or methylated (ML > 10%), the divergence of methylated transposons was found to be significantly lower than those of unmethylated transposons (Mann–Whitney *U* test, *P* < 10^−16^, fig. 3*A*). Further analysis revealed a negative trend between levels of DNA methylation and divergence when divergence was below 30. This trend was observed for both intronic (fig. 3*B*) and intergenic (supplementary fig. S2 and table S7, Supplementary Material online) transposons in all three cnidarian genomes. Therefore, DNA methylation preferentially targets young transposons which are presumed to be the most active transposon group in the genome. However, the most diverged (oldest) transposon group (divergence 30+) showed unexpectedly high MLs in each of the three cnidarians (fig. 3*B* and supplementary fig. S2, Supplementary Material online); this group represents only a small proportion (5–12%) of transposons, but these are worth further investigation as they may have coevolved with the host genome into regulatory roles (see, for example, Cosby et al. [2019]).

**Fig. 3.**
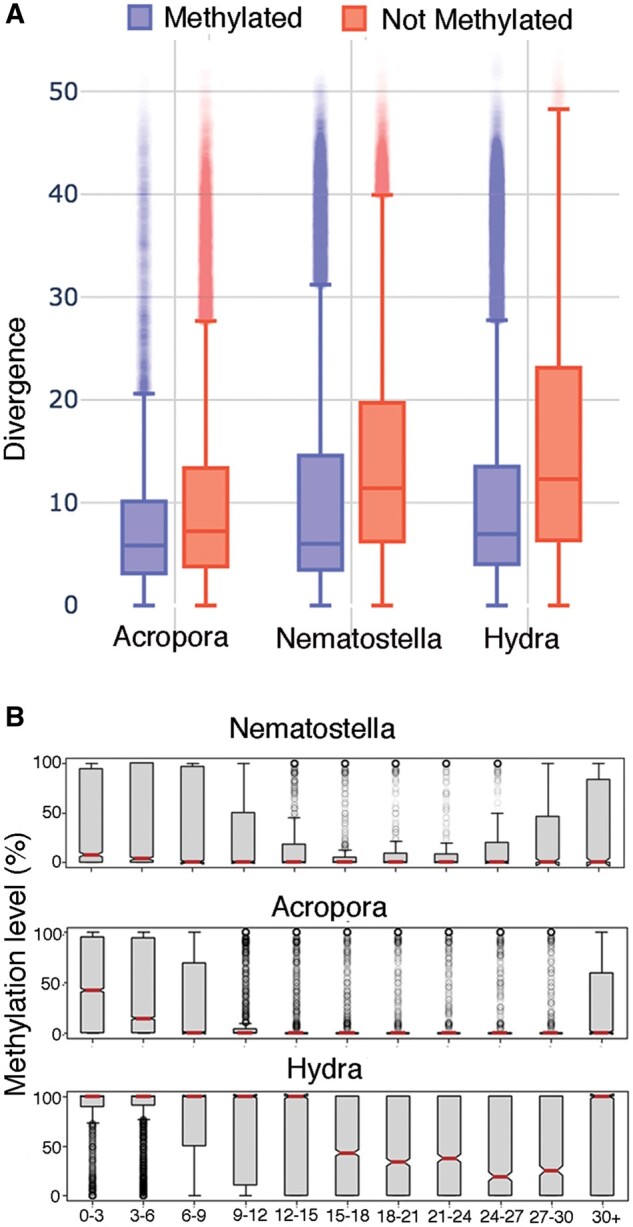
(*A*) Methylated transposons are significantly younger than unmethylated transposons in all three cnidarians. The figure shows box plots for the three cnidarian species in which the color represents methylated (blue, ML≥10%) or unmethylated (red, ML<10%) transposons. The *y* axis represents the Kimura distance (divergence) distribution. In each case, the *P* value for comparison of the two distributions was <10^−16^. (*B*) DNA ML distribution of intronic transposons across different divergence bins.

### Transposon Methylation Is a Major Contributor to Increased gbM with Gene Expression Level

Several studies have reported that gbM level increases with gene expression level in various invertebrates, including *Acropora* (Dimond and Roberts 2016), leading us to ask whether this relationship might be explained by increased transposon methylation in more highly expressed genes. To investigate this relationship, expressed genes (RPKM > 0) were grouped into four equal categories, expression quartiles; based on relative expression levels, Q4 represents the most highly expressed 25% of genes and Q1 represents the 25% of genes with the lowest expression levels. 

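The *Nematostella* expression levels came from the deposited RNA-seq series that the paper cites. It holds 15 libraries of polyadenylated RNA from the mesenteric body portion of adult polyps. Of these, 5 libraries each came from polyps cultured at 15, 20, and 25 °C, all at 16‰ salinity. The paper lists 1 *Nematostella* RNA-seq library, of 20379189 reads, and its text names neither the culture temperature nor which of the 15 libraries this was. All 15 libraries were therefore analyzed, and values are given as means with their SD over libraries. According to the paper's methods, the authors mapped the trimmed reads with hisat2 and counted the fragments on annotated genes with FeatureCounts. The authors deposited counts per gene without normalization, in 2 columns for each library, which were treated as sequencing runs and summed. After summing, between 3526175 and 22160961 fragments per library were counted on genes, with a median of 7727786 at 15 °C, 14234219 at 20 °C, and 11095025 at 25 °C. A count of 0 allows a level of up to 3 counts, which is a CPM (counts scaled to the library total) of 0.851 in the library with the lowest total and of 0.135 in that with the highest, from counting error only. RPKM was computed from the summed count, the summed exon length of the gene model, and the total count of the library. The deposited gene models, each with 1 transcript, comprised 20376 from the JGI annotation and 7151 from transcripts assembled with TACO. Of these, 2143 overlapped another model on the same strand and 2021 overlapped one on the opposite strand.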

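The number of expressed genes was 22154 ± 552 (SD, n = 15 libraries), from 20495 to 22820. It was 21770.4 ± 747 (SD, n = 5) at 15 °C, 22489 ± 271 at 20 °C, and 22201 ± 327 at 25 °C. Over the 15 libraries it rose with the logarithm of the total count (Pearson's r = 0.871, permutation p = 4e-05; Spearman's rho = 0.786, permutation p = 0.00077). Without the 2 libraries farthest from the median total, r was 0.755 (permutation p = 0.00312). No correlation was computed within a temperature, which has 5 libraries. When expression was defined by at least 10 counts in place of RPKM > 0, the mean number of expressed genes was 17448. The upper RPKM limit was 1.54 ± 0.172 (SD, n = 15) for Q1, 5.74 ± 0.339 for Q2, and 15.3 ± 0.810 for Q3. Of the genes of at least 2 kb, the length limit of fig. 4*A*, 2505 ± 65.2 (SD, n = 15) fell in Q1, 3543 ± 39.9 in Q2, 4277 ± 85.7 in Q3, and 4234 ± 111 in Q4. The lowest of these numbers for Q3, 4028 genes, was that of the library with the lowest total.

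The quartile of a gene differed in part between libraries. Over the 105 pairs of libraries, on average 81.1% of the genes expressed in both were in the same quartile, from 71.5% to 88.9%. Without the library with the lowest total, the lowest share was 76.1%. The 2 runs of one library, each with fewer counts, put 80.3% ± 3.29 (SD, n = 15) of genes in the same quartile. Between libraries, the share averaged 84.2% in the 30 pairs of one temperature and 79.9% in pairs of different temperatures. Pairs with a 15 °C library had the lower means, with 80.4% among 15 °C libraries, 78.5% with 20 °C, and 76.9% with 25 °C libraries. Pairs of a 20 °C with a 25 °C library averaged 84.2%, near the mean for one temperature, and pairs of 20 °C libraries averaged 85.8%. The gap of 4.26 points was tested by permuting the temperatures over the libraries (two-sided permutation test, p = 1e-05, the smallest it can give). With each library thinned to the lowest total, an alternative chosen after seeing the data, the gap was 3.66 points. Of the 19143 genes expressed in all libraries, 8318 (43.5%) were in the same quartile in every library, and 847 (4.42%) spanned 3 or 4 quartiles.

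**Figure D1:**
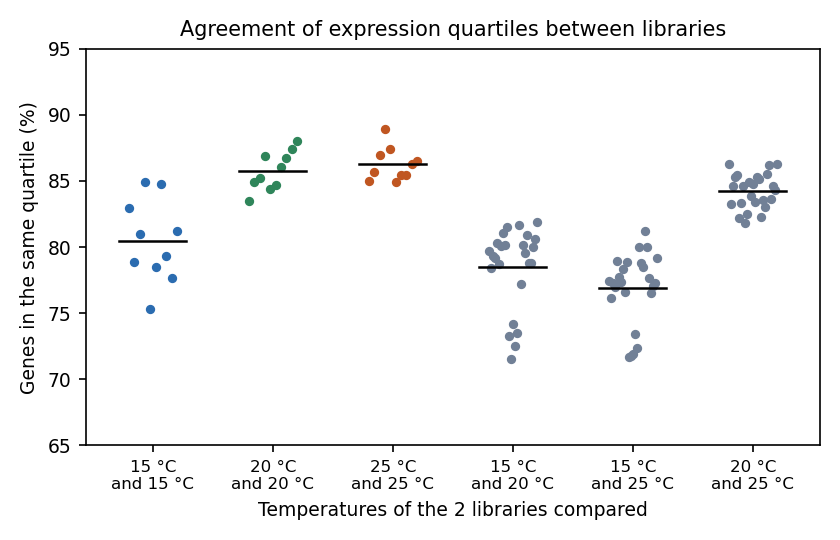
Share of *Nematostella* genes in the same expression quartile, in percent, for each pair of libraries (points), grouped by the temperatures of the pair, with the mean of each group as a line. Pairs of a 15 °C with a 25 °C library had the lowest mean, 76.9%, and pairs of 25 °C libraries the highest, 86.3%.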

For the three cnidarians studied here, increased transcriptional activity was generally accompanied by higher mCpG levels over a region from the 5′-end to the center of the gene body before falling toward the 3′-end (fig. 4*A*). This pattern is quite different to that seen in, for example, the honeybee, where mCpGs were concentrated at the 5′-end but depleted in the middle of genes (Zemach et al. 2010). In genes expressed at relatively low levels (Q1 gene group), introns were methylated to a similar level as exons. This was in sharp contrast to highly expressed genes (Q4 gene group) where introns were more highly methylated than exons (Q4 gene group; supplementary fig. S3, Supplementary Material online). These differences were primarily due to increased intronic transposon methylation in highly expressed genes. Whereas in *Nematostella*, 34.5% of intronic transposons in all expressed genes were hypermethylated (≥70%), this was true of only 6.2% of intronic transposons in Q1 genes, and the corresponding figures for *Acropora* genes were 31.9% and 18.5%. In the case of *Hydra*, intronic transposons in all expressed genes were mostly hypermethylated (supplementary fig. S4, Supplementary Material online), as described below. Note that, for statistical purposes, only individual transposons with ≥10 covered CpGs were included in these analyses, and that individual transposons appeared to be either unmethylated or hypermethylated.

**Fig. 4.**
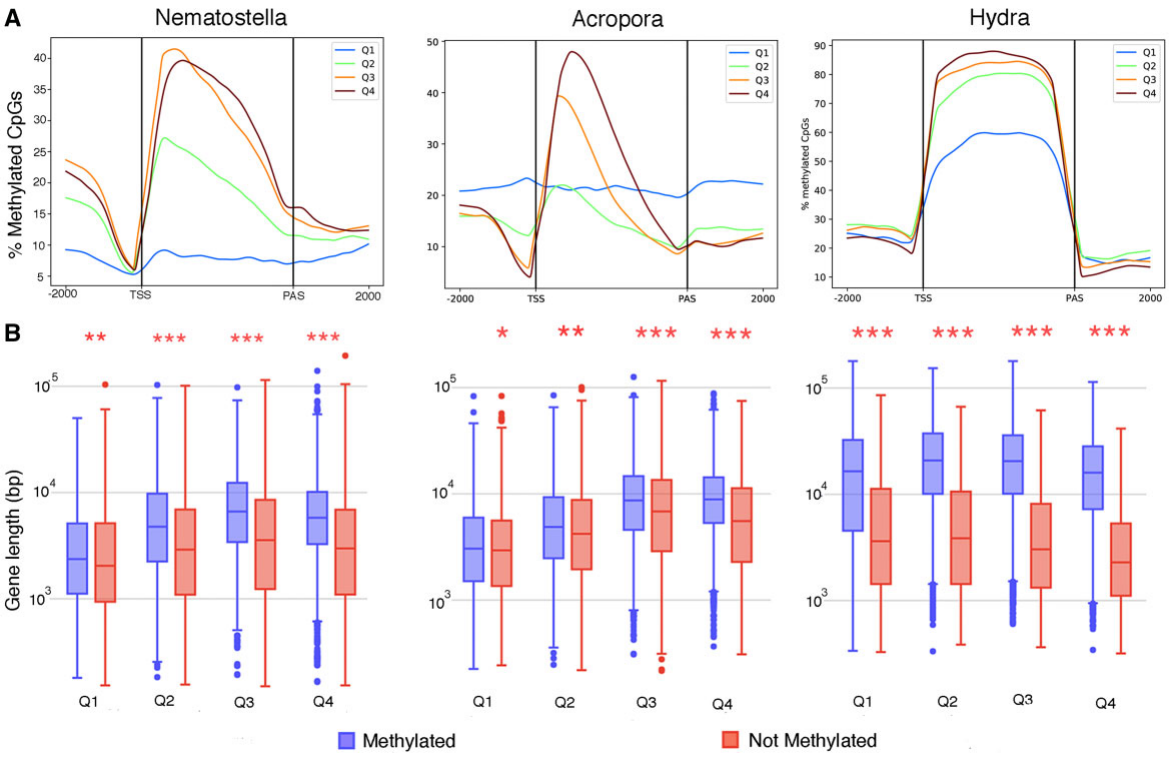
(*A*) Methylation of gene bodies is higher in genes that are more highly expressed in the three cnidarians. The percentage of CpG methylation was calculated from 2 kb upstream of the TSS (transcription start site) to 2 kb downstream of the PAS (polyadenylation site) for genes (≥2 kb in length) in the lowest (Q1) to highest (Q4) quartiles with respect to expression levels. The smoothed line shows the median for each partition, calculated by dividing each section into equal parts (*n* = 100 for gene body; and *n* = 50 for upstream and downstream) and then calculating the ML for each part. (*B*) Comparison of the lengths of methylated and unmethylated genes in different expression quartiles across the three cnidarians. The asterisks indicate *P* values from the comparison of the two distributions, as follows: *P < 0.05, **P < 0.001, ***P < 10^−16^.

The observation that transposon methylation increased with gene expression level raised the question of whether it is a by-product of the increasing exon methylation or is independent of it. To investigate this question, length distributions were compared between unmethylated (ML ≤ 10%) and methylated (ML > 10%) genes. In each of the three cnidarians studied here, methylated genes were significantly longer than were unmethylated genes across the Q2–Q4 expression quartiles; for Q1 genes such differences were much less pronounced (as in *Nematostella* and *Acropora*) (fig. 4*B*). By contrast, the opposite trend (i.e., shorter genes were more highly methylated than were longer genes) was shown by the honeybee (Sarda et al. 2012), where the genome harbors very limited TE methylation (Lewis et al. 2020). These results suggest that, rather than being correlated with exon methylation, transposons may be independently targeted for DNA methylation in cnidarians, and that increased intronic transposon methylation is a major contributor to the increased overall ML in more highly expressed genes.

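Gene length, from the start to the end of the deposited gene model, is given here for all expressed *Nematostella* genes of a quartile, since the methylation levels that divide them in fig. 4*B* were not analyzed here. The median gene length was 1661 ± 169 bp (SD, n = 15 libraries) in Q1, 3331 ± 167 bp in Q2, 5392 ± 88.6 bp in Q3, and 4643 ± 89.4 bp in Q4. Q1 had the shortest and Q3 the longest median in 15 of the 15 libraries. The Q1 median was highest, 2190 bp, in the 15 °C library with the lowest total count. The Q4 median was 2.82 ± 0.253 times the Q1 median (SD, n = 15). Without the division by exon length that RPKM makes, this ratio was 6.99, and Q4 had the longest median in 15 of the 15 libraries. With only the genes of at least 10 counts, the ratio was 1.19. In the 15 °C library with the lowest total, Q1 then had a longer median (6339 bp) than Q3 (5770 bp), and in the other libraries Q1 stayed shortest and Q3 longest. The median intron length of a gene, summed over its introns, was 619 ± 93.1 bp (SD, n = 15) in Q1, 1935 ± 141 bp in Q2, 3802 ± 82.9 bp in Q3, and 3349 ± 60.5 bp in Q4. Single-exon genes made up 33.1% ± 1.67 of Q1 and 11.0% ± 0.226 of Q4 (SD, n = 15). Across the genes of a library, which are not independent replicates, RPKM had a mean Spearman's rho of 0.251 ± 0.0219 with gene length and 0.107 ± 0.0283 with exon length (SD, n = 15). These values depended on the genes included and on the division by exon length. With only the genes of at least 10 counts, rho with gene length ran from -0.158 to 0.0905 over the libraries, and rho with exon length was negative in each, from -0.359 to -0.0891. It was also negative in each library with only the genes of at least 2 kb, from -0.0781 to -0.0117. Without the division, rho ran from 0.509 to 0.557 with gene length and from 0.476 to 0.534 with exon length. From the lengths of unmethylated and methylated genes in these quartiles, the paper proposes that transposons are methylated independently of exons.

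**Figure D2:**
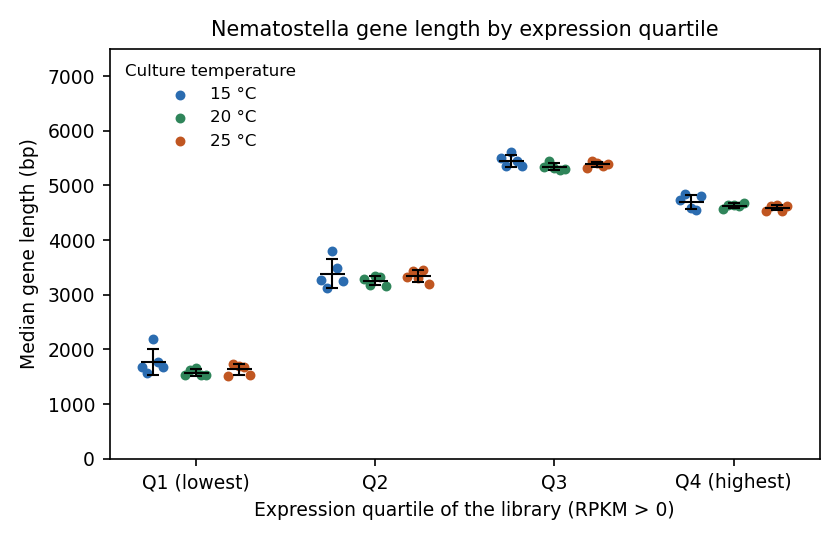
Median gene length in bp of the expressed *Nematostella* genes in each quartile, with a point for each library, colored by culture temperature, and the mean and SD of the 5 libraries of a temperature as bars. The medians lay between 1516.5 and 2190 bp in Q1 and between 5286 and 5615.5 bp in Q3.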

### Intragenic Hypermethylation Was Driven by Transposon Expansion in *Hydra*

Among invertebrates, the *Hydra* genome is atypical in having hypermethylated gene bodies against a mosaic background. Moreover, at approximately 900 Mb, the *Hydra* (*vulgaris*) genome is much larger than that of *Hydra viridissima* (280 Mb), the earliest diverging member of the genus (Hamada et al. 2020). The large size of the *Hydra* genome is a consequence of rapid expansion (over <87 Ma; Wong et al. 2019) of non-long terminal repeat retrotransposons, which account for over 50% of the genome and many of which are still active (Chapman et al. 2010). This combination of factors provided an opportunity to investigate relationships between DNA methylation and aspects of genome organization.

The expansion of the *Hydra* genome had little influence on the size of transcripts, but substantially increased the average intron size (supplementary table S8, Supplementary Material online). As a result, *Hydra* genes are significantly longer than those of *Nematostella* or *Acropora*. 

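The *Nematostella* side of this comparison was computed from the start, end, and exon positions of the deposited gene models, on the scaffolds of the JGI assembly. The median gene length was 2716 bp, and the mean was 5459 bp, where the paper's reported mean in table S8 is 5459.21 bp. The longest gene spanned 194300 bp. Transcripts, as the summed exons of a gene, had a mean length of 1474 bp and a median of 921 bp. The 132294 introns had a mean length of 829 bp and a median of 436 bp, and the longest was 101549 bp. Introns summed to 109670 kb, where the paper's reported total in table S8 is 106280 kb, and made up 73.0% of the summed length of the deposited models. Among the models with at least 1 count in any library the median gene length was 3180 bp, and among multi-exon genes alone it was 4502 bp. The *Hydra* and *Acropora* gene models were not analyzed here.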

The violin plot of gene length distribution (supplementary fig. S5, Supplementary Material online) suggests a bimodal distribution for *Hydra* intron expansion with a boundary between them at approximately 5 kb. This point was chosen as an empirical boundary for defining short and long genes for further analyses.

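With this boundary, 9285 of the *Nematostella* gene models (33.7%) were long genes. Of these, 9261 were multi-exon and 24 single-exon genes. The short genes comprised 10865 multi-exon and 7377 single-exon genes. Among the 2910 genes with no count in any library, 199 (6.84%) were long. Long genes made up 21.5% ± 1.42 (SD, n = 15 libraries) of Q1, 38.4% ± 1.45 of Q2, 52.6% ± 0.607 of Q3, and 47.2% ± 0.751 of Q4. In Q2–Q4 taken as one group the share was 46.1% ± 0.572 (SD, n = 15), which exceeded that of Q1 by 24.5 ± 0.949 points. On average 1189 ± 47.2 long genes were in Q1 and 7649.7 ± 104 in Q2–Q4. When counts were not divided by exon length, the largest share was that of Q4, 69.1%. With only the genes of at least 10 counts, the mean share was higher in Q2 (48.9%) than in Q4 (45.1%). Q1 then had the smallest share in 13 of the 15 libraries. In the 15 °C library with the lowest total, the share in Q1 was then 59.3%, above the other quartiles, and in the 15 °C replicate 4 library Q1 (44.4%) passed Q4 (44.2%).

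**Figure D3:**
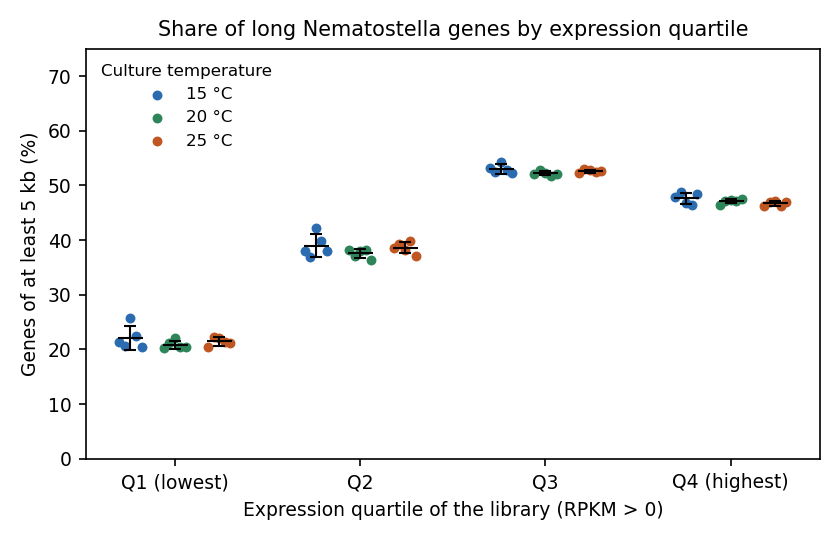
Share of genes of at least 5 kb among the expressed *Nematostella* genes of each quartile, in percent, with a point for each library, colored by culture temperature, and the mean and SD of the 5 libraries of a temperature as bars. Each library has its smallest share in Q1 and its largest in Q3.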

When MLs for individual short and long genes were compared across the three cnidarian species (fig. 5), most of those classified as long genes in *Hydra* were highly methylated compared with the corresponding class in *Nematostella* and *Acropora*, whereas in the case of short genes (which included both single- and multi-exon genes), DNA ML distributions were indistinguishable among the three cnidarians (fig. 5*A*). Indeed, 41% of Q1 and 71.1% of Q2–Q4 long genes were hypermethylated (ML ≥ 70%) in the *Hydra* genome. In striking contrast, only 14.2% and 13.3% of long Q2–Q4 genes in *Nematostella* and *Acropora* were hypermethylated, respectively. Therefore, the vertebrate-like level of gbM in *Hydra* is a consequence of intron expansion when gene lengths exceeded a specific threshold (e.g., 5 kb in this study).

**Fig. 5.**
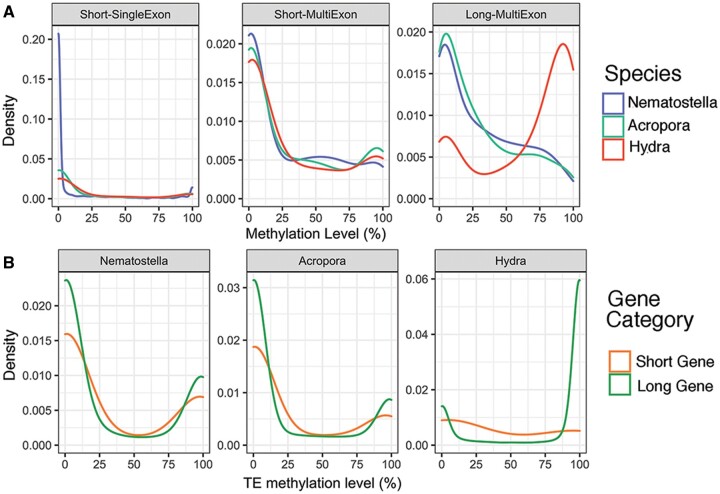
(*A*) Kernel density plot of DNA ML differences among the three cnidarians on short and long genes. Hypermethylation of long genes in *Hydra* is primarily due to methylation of intronic transposons. Although short single- (left) or multiexon (middle) genes are methylated to a similar extent in *Hydra* (red), *Nematostella* (purple), and *Acropora* (green), a much higher proportion of long multiexon genes (right panel) in *Hydra* are hypermethylated than in the other species. (*B*) Comparison of intronic transposon ML distribution located in short and long genes across the three cnidarians.

Since transposon expansion appears to be the driving force for intron expansion, we further investigated its contribution to the high gbM in the *Hydra* genome. Consistent with the trend from gbM, approximately 75% of transposons in expressed long genes were hypermethylated (≥70%) as opposed to approximately 25% hypermethylated transposons in expressed short genes (fig. 5*B*). In comparison, transposons located in short and long genes displayed smaller differences in the *Nematostella* and *Acropora* genomes (fig. 5*B*). By providing more sites for the spreading effect of methylation (Choi and Lee 2020) to propagate from, the higher density of transposons in *Hydra* introns (>50%) compared with those of *Nematostella* and *Acropora* (∼30%) potentially explains the higher exon ML in *Hydra* than in *Acropora* and *Nematostella*.

We conclude that transposon methylation is the primary driver for the vertebrate-like gbM in the *Hydra* genome. Our results provide further support for the hypothesis that DNA methylation directly targets transposons independently of exon methylation. Moreover, that this is also a major cause of the elevated DNA MLs observed on exons and intronic nonrepetitive sequences in *Hydra* compared with *Nematostella* and *Acropora*.

### Correlation between Transposon Content, DNA Methylation, and Genome Size in Cnidarians

From the above, it is clear that variation in DNA MLs on transposons contribute significantly to different genome-wide DNA MLs in cnidarians. The observation that DNA methylation preferentially targets what are likely to be the most active transposons implies that DNA methylation plays an important role in genome defense, leading us to predict a positive correlation between genome size or transposon content and overall levels of DNA methylation in the genome.

We examined the relationship between genome size and transposon content of a larger number of cnidarians, by adding data for seven additional species of Actiniaria, 15 of Scleractinia, and four of Hydrozoa (supplementary table S9, Supplementary Material online) to the three species that are the focus of this study. For these additional species, assembled sequence size was used as genome size, and transposon content was based on the percentage of the genome classified as interspersed repeats by de novo annotation. Examination of this expanded cnidarian data set, for which both genome size (234–1,262 Mb) and transposon content (18.99–62.66%) varied widely, revealed a strong correlation between genome size and transposon content (Pearson’s correlation coefficient *r* = 0.83, adj-*R*^2^ = 0.67, *P* = 3.12×10^−8^, fig. 6*A*), suggesting that transposon expansion is a major evolutionary force to increase cnidarian genome sizes.

**Fig. 6.**
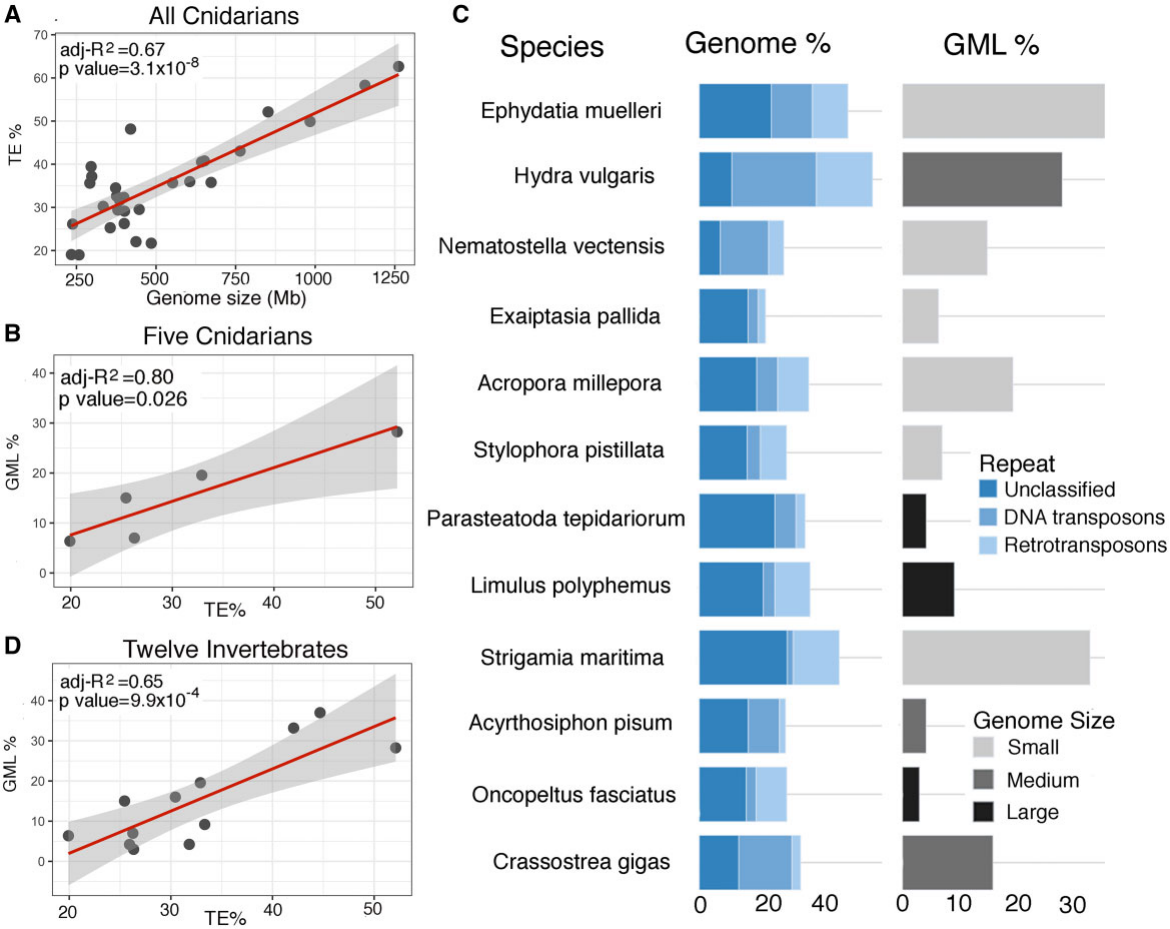
Relationships between genome size, transposon content, and genome-wide ML in Cnidaria and invertebrates more broadly. (*A*) Relationship between genome size and transposon content across the Cnidaria (adjusted *R*^2^=0.67, *P* = 3.1×10^−8^). (*B*) Correlation between transposon content and genome-wide methylation in cnidarians. A strong correlation (adjusted *R*^2^=0.80, *P* = 0.026) was observed between transposon content and the extent of methylation across the Cnidaria. (*C*) Despite extensive variation in both transposon content (18.99–62.66%) and genome size (234–1,262 Mb), strong correlation (adjusted *R*^2^=0.65, *P* = 9.9×10^−4^) was observed (*D*) between genome-wide MLs (*y* axis) and transposon content (*x* axis) across phylogenetically diverse invertebrates.

**Figure:**
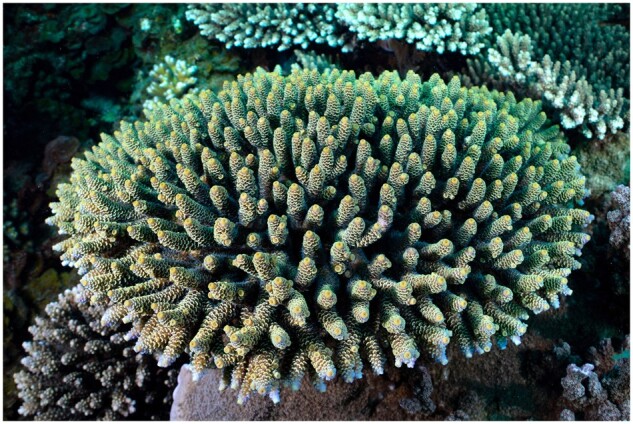
Cover image by Tom Bridge: A colony of *Acropora millepora*, one of the organisms for which methylome analyses were conducted, from the Keppel Islands on the Great Barrier Reef.

Although genome assemblies are now available for a wide range of cnidarians, methylome data are available for only two species, *Exaiptasia pallida* (sea anemone) and *Stylophora pistillata* (scleractinian coral) in addition to those presented here. Evaluation of DNA ML (which ranged from 6.37% to 28.3%) as a function of transposon content across the five cnidarian species revealed a strong positive linear relationship (Pearson’s correlation coefficient *r* = 0.92, adj-*R*^2^ = 0.80, *P* = 0.026) (fig. 6*B*), which is consistent with the hypothesis that transposon methylation is the major contributor to variations in overall DNA ML of cnidarian genomes.

Whereas Zhou et al. (2020) reported that, for vertebrates, DNA MLs are correlated with genome sizes, this was not true of the cnidarians studied here (supplementary fig. S6*A*, Supplementary Material online), although the small number of data sets (*n* = 5) available in the latter case may also be a factor. Therefore, genome size is not as good a predictor of ML as is transposon content, or relationships between these three variables are more complex (and likely heterogeneous) across the animal kingdom.

### The Relationship between DNA Methylation and Transposon Content across the Metazoa

To explore the extent to which the relationships between genome architecture and DNA methylation in cnidarians apply more generally, these analyses were expanded to other invertebrate phyla. Arthropoda is the most extensively studied lineage in terms of the availability of DNA methylation data (Lewis et al. 2020) but many species are not suitable for comparative analyses as they have incomplete DNA methylation machinery (i.e., have lost either DNMT1/3 and/or ALKB2 genes), resulting in loss of DNA ML variance (GML < 2%). For comparative purposes, arthropod species with the canonical DNA methylation repertoire and for which genome assemblies with ≤20% unclosed gaps and ≥5× BS-seq coverage were selected. Only five arthropod species met these criteria—the chelicerates *Limulus polyphemus* and *Parasteatoda tepidariorum*, the myriapod *Strigamia maritima*, and the hemimetabolous insects *Oncopeltus fasciatus* and *Acyrthosiphon pisum*. To broaden our phyletic coverage, data for the oyster *Crassostrea gigas* (Mollusca, Wang et al. 2014) and the sponge *Ephydatia muelleri* (Kenny et al. 2020) were included in these analyses; note that these are the only other nondeuterostome invertebrates (see below) with mosaic-like DNA methylation patterns (supplementary table S10, Supplementary Material online) for which data passing the criteria above were found.

Unlike the situation in cnidarians, no correlation was observed between genome size and transposon content in arthropods or in the other invertebrates included in the analyses (fig. 6*C* and supplementary table S10, Supplementary Material online). The transposon contents of the three largest arthropod genomes (>1 Gb; 26.33–33.33%) were significantly lower than those of *Strigamia maritima* (176 Mb; transposon content 42.08%) or the sponge *Ephydatia muelleri* (322 Mb; transposon content 44.68%). In the case of arthropods, consideration of divergence revealed that the larger (>1 Gb) genomes harbored a higher proportion of “middle-aged” (supplementary table S10, Supplementary Material online) transposons than did the small genomes (<500 Mb), suggesting that bursts of transposon insertions may have driven genome expansion in the deep past. Consequently, it is apparent that evolutionary forces that shaped genome architecture are likely to differ, both among arthropod lineages and other invertebrate phyla.

Despite lack of correlation between transposon content and genome size within invertebrate phyla, the positive correlation between DNA ML and transposon content was well-maintained. The seven additional invertebrate genomes exhibited larger variation in DNA MLs (from 3.00% in *Oncopeltus fasciatus* to 33.18% in *Strigamia maritima*) than did cnidarians (fig. 6*C*). Evaluating the extent of DNA methylation as a function of transposon content revealed that about 65% of the variation is accounted for by the differences in transposon content across the 12 invertebrate genomes (fig. 6*D*). It should be noted that the estimates used here are based on recognizable transposon complements, and the DNA MLs were derived from CpGs currently methylated in the genome. Therefore, present transposon burden is the single dominant factor that accounts for the enormous range of variation in genome DNA ML among invertebrate lineages that diverged before or in the early Cambrian.

## Discussion

Regardless of any involvement in regulating gene expression, it is clear that DNA methylation plays an important role in protecting cnidarian genomes against potentially harmful impacts of transposon activity. Although the consensus has been otherwise, here we present evidence that DNA methylation specifically targets intragenic and intergenic transposons, and that transposon methylation appears to be a major contributor to both global DNA MLs and to the elevated levels of gbM observed in more highly expressed genes in members of this phylum. This pattern is most obvious in the case of *Hydra*, where the size of the genome has increased as a result of bursts of transposon expansion (Wong et al. 2019). In addition, the extent of transposon methylation was strongly affected by its location (intronic or intergenic), local environment (heterochromatic/euchromatic, expression level, local transposon density), and “age,” in that young transposons located in long and highly expressed genes were those most likely to be methylated. Although the estimates of DNA MLs presented are essentially snapshots of states that have been found to differ across a species range as well as between developmental stages and tissue types, these differences are small (usually 1–5%) compared with those between species (3–37% in this study). On this basis, such variations in GML within a species do not affect our conclusions.

As young transposons are also those more likely to be active, their preferential methylation implies that repression of transposon activity (i.e., genome protection) may be the primary role of DNA methylation in cnidarians. In vertebrates, transposons remain heavily methylated beyond the point of having lost function (Mills et al. 2007; Bourque et al. 2018), but this is not the case in cnidarians, suggesting that inactive transposons have a tendency to lose DNA methylation over time. This might represent an evolutionary tradeoff, in that the overall level of DNA methylation is sufficient to suppress deleterious transposon activity while undesirable side effects of DNA methylation (Choi and Lee 2020), such as elevated mutation rate on mCpGs (Duncan and Miller 1980; Bulmer 1986) and silencing of neighboring genes (Morgan et al. 1999; Hollister and Gaut 2009; Borgognone et al. 2018) is avoided.

We suggest that the DNA methylation profile observed in cnidarians may represent an ancestral pattern that has been conserved but elaborated on in other invertebrate phyla. It has been shown that gbM is universal in metazoans where 5mC is present (Feng et al. 2010; Zemach et al. 2010), and transposon methylation has previously been reported in the oyster (Wang et al. 2014), sea urchin (Bird et al. 1979; Xu et al. 2019), and sea squirt (Keller et al. 2016). Phylogenetic reconstruction based on a broad range of arthropod methylomes implies that transposon methylation was an ancestral characteristic (Lewis et al. 2020). Transposon methylation is also evident in all three sponge species for which methylome data are available (de Mendoza et al. 2019; Kenny et al. 2020). Therefore, the gbM with transposon methylation pattern is present from the earliest diverging metazoans (sponges and cnidarians) to members of the Ecdysozoa (arthropods), Lophotrochozoa (oyster), and invertebrate deuterostomes (sea urchin, urochorate). Although mechanisms may differ, a positive correlation (between GML and transposon content) is seen in flowering plants (Niederhuth et al. 2016); transposons are also targeted by methylation in fungi (Castanera et al. 2016) and some protists (Harony and Ankri 2008).

Methylation of transposons in invertebrates presumably leads to formation of localized heterochromatin-like structures in a manner analogous to those formed after CHG methylation of transposons in plants. The presence of heterochromatic regions within highly active genes may appear paradoxical, but has clear precedents in plants (see, for example, Espinas et al. [2020]) and is likely to apply more generally given the extensive methylation of transposons typical of vertebrate genomes. A role of this kind provides a simple rationalization for the high level of conservation of the CpG methylation apparatus (MBDs, SRA proteins, histone deacetylases, heterochromatin proteins, etc.) observed across the Metazoa.

The correlation between transposon content and genome size observed in cnidarians also holds for insects with relatively small genomes, that is, those with <1 pg/N (∼1 Gb), but not for other arthropods or more widely (Canapa et al. 2015). Genome size is subject to evolutionary constraints that may differ in nature and strength between lineages; factors that limit genome size include cell size (Cavalier-Smith 2005) as well as the energetic and nutritional (particularly N and S availability in the case of corals, [Morris et al. 2019]) costs of replicating DNA.

Despite the lack of a universal relationship between genome size and transposon content, the strong positive correlation between DNA ML and transposon content is maintained beyond cnidarians to representatives of multiple invertebrate phyla. Although we suggest that this relationship reflects the ancestral invertebrate condition, deviations from that pattern are common. The invertebrate deuterostomes *Strongylocentrotus purpuratus* (sea urchin) and *Ciona intestinalis* (sea squirt, a urochordate) exhibited unusually high global DNA MLs relative to their transposon content (supplementary fig. S6*B*, Supplementary Material online), possibly reflecting the imposition of secondary (vertebrate-like) roles on the methylation system. Whereas methylation reprograming has been considered a vertebrate-specific trait, recent work (Xu et al. 2019) implies that some degree of methylation reprogramming occurs during embryonic development in both sea urchin and urochordate. The fact that the genomes of these organisms have elevated GML relative to their transposon content might therefore be a consequence of the emergence of developmental reprogramming systems in invertebrate deuterostomes. Likewise, the imposition of secondary roles on DNA methylation might likewise explain the vertebrate-like methylomes of the sponges *Amphimedon* and *Sycon* (de Mendoza et al. 2019). However, as such roles remain elusive, these species were excluded from our analyses. Loss of all or some of the DNA methylation repertoire also results in complex relationships between transposon content and genome size as well as between GML and transposon content. Such losses have occurred in a number of lineages; the case of *Caenorhabditis* was mentioned above, and additional cases include *Oikopleura dioica*, Placozoa, and myxozoan cnidarians (Albalat et al. 2012; de Mendoza et al. 2019; Kyger et al. 2021).

DNA methylation carries significant evolutionary costs, which include not only the high mutability of mCpG (an order of magnitude higher than for CpG), but also the production of the toxic cytosine derivative 3-methylcytosine (3-MeC) by both the maintenance methylase DNMT1 and the de novo methylase DNMT3 (Rošić et al. 2018). The dealkylation of 3-MeC to cytosine is carried out by ALK2 but the presence of 3-MeC may still cause DNA damage (double-stranded DNA breakage) by stalling DNA polymerase (Rošić et al. 2018). Maintaining the DNA-methylation system therefore requires conservation not only of the DNA methylases, TET, and the reading machinery, but also of the DNA dealkylation enzyme ALK2 and the double-strand (DS) break repair system. Note that RAD18 and the BRCA complex, key components of the DS break repair system, have coevolved with the DNMTs (Rošić et al. 2018). At least some functions of DNA methylation are redundant; recombination and gene conversion can remove TEs (Huttley et al. 1995), the Piwi system also acts to constrain transposon activity in the germ line and, on evolutionary time scales, some aspects of the histone code may be functionally equivalent to DNA methylation states (Nanty et al. 2011). On these bases, it is hardly surprising that a number of organisms have either completely lost the capacity to carry out DNA methylation, or have lost some components of the methylation machinery (close inspection of data in Lewis et al. [2020] implies that this is the case in holometabolous insects).

It is worth noting that the analyses presented here are based on sequencing bisulfite-modified DNA and thus provide real-time data. Therefore, in invertebrates, DNA methylation responds to the current transposon burden in the genomes, irrespective of how transposon content, genome size, and DNA methylation varied in the past. Thus, our study strongly supports Bestor’s genome defense hypothesis in that DNA methylation is essentially a host immune response to transposon invasion, and that this applies to invertebrates as well as vertebrates. A role for methylation in suppressing transposon activity provides a rationalization for not only the high degree of conservation of the transcriptional silencing machinery from sponges to mammals, but also the wide range of overall GML observed—as it is difficult to account for GML varying >10-fold if methylation served only regulatory roles.

## Materials and Methods

### Biological Material

#### Nematostella

*Nematostella* animals in laboratory culture were F1 offspring of CH2XCH6 individuals collected from the Rhode River, MD. They were kept under constant, artificial conditions without substrate or light in plastic boxes filled with *Nematostella* medium (NM), which was adjusted to 16‰ salinity with Red Sea Salt and Millipore H_2_O. Polyps were fed twice per week with first instar nauplius larvae of *Artemia salina* as prey (Ocean Nutrition Micro *Artemia* Cysts 430–500 gr, Coralsands, Wiesbaden, Germany) and washed once per week with media preincubated at the culture temperature. A single female polyp was selected for DNA extraction.

#### Acropora

*Acropora millepora* planulae were collected at Orpheus Island Research Station (18.61°S, 146.49°E), Australia, under GBRMPA permit G33232.1 during the mass coral spawning event in 2010, washed twice with Millipore-filtered (20 µm) sea water, and then frozen in liquid nitrogen and stored at −80 °C until needed.

#### Hydra

Genomic DNA was isolated from transgenic lines of *Hydra* expressing eGFP in the ectodermal or endodermal epithelial cell lineages (Wittlieb et al. 2006; Khalturin et al. 2007), or in the interstitial stem cells (Boehm et al. 2012; Hemmrich et al. 2012). GFP-labeled cells (0.6×10^6^, 1.9×10^6^, and 0.7×10^6^ cells ectodermal, endodermal, or interstitial stem cells, respectively) were harvested from transgenic polyps using fluorescence-activated cell sorting (FACS) as previously described (Hemmrich et al. 2012). After the cell collection a small aliquot was reanalyzed to verify the purity of sorted fractions, which in all cases exceeded 95%. Immediately after FACS isolation, sorted cells were centrifuged at 1,000 U/min for 5 min, the supernatant removed, and the resulting pellet dissolved directly in the lysis (AL) Buffer from the DNeasy Blood & Tissue Kit (Qiagen). Further processing of total DNA followed the manufacturer’s instructions. Pure DNA was eluted from the cartridges with Tris Buffer (10 mM, pH 9.0). DNA concentrations were measured by absorption at 260 nm using the Nanodrop (ThermoFisher).

### DNA Extraction, Library Construction, and BS-Seq

#### Nematostella

The polyp was starved for 3 days before sacrifice, washed two times with 2 ml aliquots of autoclaved MilliQ water, snap-frozen in liquid N_2_ without liquid, and stored at −80 °C until extraction. Genomic DNA was extracted from the adult body column only with the AllPrep DNA/RNA/miRNA Universal Kit (Qiagen, Hilden, Germany), as described in the manufacturer’s protocol. Elution of RNA and DNA was done in 20 and 50 µl, respectively, and the eluates stored at −80 °C until sequencing. DNA concentrations were measured through electrophoresis by loading 5 µl of each sample on a 1% agarose gel and by spectrophotometry on a Nanodrop 3300 (Thermo Fisher Scientific).

DNA samples were processed with the NEBNext Enzymatic Methyl-seq Kit (EM-Seq) (New England Biolabs, Ipswich) according to the “manufacturers large insert size” protocol and sequenced on the NovaSeq 6000, SP Flowcell 2×150 bp (Illumina, San Diego). NGS sequencing were carried out at the Competence Centre for Genomic Analysis (Kiel).

#### Hydra and Acropora

High-molecular weight genomic DNA (>50 kb) was prepared as described by Blin and Stafford (1976). BS-Seq was carried out at BGI (Shenzhen, China).

### Reference Genome Data Used in the Study

Genome assemblies for *Porites lutea, Galaxia fascicularis, Fungia* spp., and *Goniastrea aspera* were obtained from reef genomics repository (http://refuge2020.reefgenomics.org, last accessed January 29, 2022). The genome assembly for *Heliofungia actiniformis* was kindly provided by Dr Ira Cooke (James Cook University, Australia), and are accessible via an Apollo web browser interface at https://coral.genome.edu.au/ (last accessed January 29, 2022). The sponge, *Ephydatia muelleri*, genome data (Kenny et al. 2020) were downloaded from https://bitbucket.org/EphydatiaGenome/ephydatiagenome (last accessed January 29, 2022). All the other invertebrate genome data were downloaded from NCBI assembly or ENSEMBL metazoan databases. The accession numbers are listed in supplementary table S1, Supplementary Material online.

### Analysis of BS-Seq Data

BS-seq reads were trimmed of sequencing adapters and low-quality bases (score < 20) using TrimGalore v0.6.0 (https://github.com/FelixKrueger/TrimGalore, last accessed January 29, 2022). To avoid methylation bias (M-bias), 9 bp from both 5′- and 3′-ends were further trimmed. Only paired end reads with read length greater than 30 bp were retained. BisMark v0.20.0 (Krueger and Andrews 2011) was applied to map reads to the reference genomes. Reads that mapped to multiple locations, and clonal reads were removed. The perl script bismark2report provided by BisMark was used to generate the methylation report which showed that less than 1% methyl-cytosines were detected in CHG or CHH (H = A, G, or T) context. Therefore, we used 1% as the error rate arising from incomplete bisulfite conversion and sequencing errors. To call methylated sites, we performed a binomial test on each cytosine given the number of methylated calls, sequencing coverage (≥2), and the probability of success equal to the error rate. Multiple test corrections (Benjamini–Hochberg method) were conducted on CpG, CHG, and CHH contexts, respectively, and methylated cytosines were determined by the corrected *P* value threshold of 0.05.

### Analyses of RNA-Seq Data

RNA-seq reads from the same biological samples as BS-seq were downloaded from the Gene Expression Omnibus (GEO) or Short Read Archive (SRA) database. The accession numbers for *Nematostella, Acropora*, and *Hydra* are GSE168938, SRX5072320, and SRX019488, respectively. For *Nematostella* and *Acropora* reads (Illumina pair-end reads), Trimmomatic v.0.38 (Bolger et al. 2014) was applied to remove adaptors and low-quality bases whose quality scores were less than 20. Reads shorter than 50 bp were removed, and only paired-end reads were retained. Trimmed reads were mapped to their respective genomes using the splice-aware aligner hisat2 v2.1.0 (Kim et al. 2015) with strandedness option where appropriate and default parameters. For *Hydra* reads (454 sequencing reads), the tag sequences were detected and cleaned by TagCleaner (https://sourceforge.net/projects/tagcleaner/, last accessed January 29, 2022). BBduk v38.37 (BBMap, Bushnell B., sourceforge.net/projects/bbmap/, last accessed January 29, 2022) was applied to trim 40 bp from 5′-end, bases after position 150, and low-quality (<20) bases. Trimmed reads shorter than 50 bp were further discarded. Magicblast v1.4.0 (https://bmcbioinformatics.biomedcentral.com/articles/10.1186/s12859-019-2996-x) was applied to align trimmed reads to the *Hydra* genome with default settings. Read fragments that were aligned to the annotated genes were counted using the FeatureCounts program (Liao et al. 2014) with default parameters. Gene expression level was estimated from reads (or fragments if paired-end) per kilobase per million reads (RPKM or FPKM) (Mortazavi et al. 2008).

### De Novo Repeat Annotation

Repetitive elements were annotated for all the genomes used in this study. First, a de novo repeat library was generated with Repeat-Modeler (Version 1.0.11, http://www.repeatmasker.org/RepeatModeler/, last accessed January 29, 2022) with default parameters. This library was combined with the RepBase database (https://www.girinst.org/repbase/, last accessed January 29, 2022) and used as input for RepeatMasker (version 4.0.8, http://www.repeatmasker.org, last accessed January 29, 2022) to identify repeat categories and locations. For each interspersed repeat reported by RepeatMasker, the Kimura distance value was extracted from the alignment file and interpreted as the divergence to the consensus sequence of the corresponding transposon family. 

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msac018_Supplementary_Data Click here for additional data file.

## References

[msac018-B1] Albalat R , Martí-SolansJ, CañestroC. 2012. DNA methylation in amphioxus: from ancestral functions to new roles in vertebrates. Brief Funct Genomics. 11(2):142–155.2238904210.1093/bfgp/els009

[msac018-B2] Ball EE , HaywardDC, BridgeTCL, MillerDJ. 2021. *Acropora* – the most studied coral genus. In: BoutetA, SchierwaterB, editors. Handbook of marine model organisms in experimental biology – established and emerging. Boca Raton (FL): CRC Press. p. 173–193.

[msac018-B3] Bestor TH. 1990. DNA methylation: evolution of a bacterial immune function into a regulator of gene expression and genome structure in higher eukaryotes. Phil Trans R Soc Lond B. 326(1235):179–187.196865510.1098/rstb.1990.0002

[msac018-B4] Bestor T , LaudanoA, MattalianoR, IngramV. 1988. Cloning and sequencing of a cDNA encoding DNA methyltransferase of mouse cells: the carboxyl-terminal domain of the mammalian enzymes is related to bacterial restriction methyltransferases. J Mol Biol. 203(4):971–983.321024610.1016/0022-2836(88)90122-2

[msac018-B5] Bestor TH , TyckoB. 1996. Creation of genomic methylation patterns. Nat Genet. 12(4):363–367.863048810.1038/ng0496-363

[msac018-B6] Bestor TH , EdwardsJR, BoulardM. 2015. Notes on the role of dynamic DNA methylation in mammalian development. Proc Natl Acad Sci U S A. 112(22):6796–6799.2536818010.1073/pnas.1415301111PMC4460495

[msac018-B7] Bewick AJ , VogelKJ, MooreAJ, SchmitzRJ. 2017. Evolution of DNA methylation across insects. Mol Biol Evol. 34(3):654–665.2802527910.1093/molbev/msw264PMC5400375

[msac018-B8] Bird A , TaggartMH, SmithBA. 1979. Methylated and unmethylated compartments in the sea urchin genome. Cell17(4):889–901.48743410.1016/0092-8674(79)90329-5

[msac018-B9] Bird A , TateP, NanX, CampoyJ, MeehanR, CrossS, TweedieS, CharltonJ, MacleodD. 1995. Studies of DNA methylation in animals. J Cell Sci Suppl. 19:37–39.865564510.1242/jcs.1995.supplement_19.5

[msac018-B10] Blin N , StaffordDW. 1976. A general method for isolation of high molecular weight DNA from eukaryotes. Nucleic Acids Res. 3(9):2303–2308.98758110.1093/nar/3.9.2303PMC343085

[msac018-B11] Boehm A-M , KhalturinK, Anton-ErxlebenF, HemmrichG, KlostermeierUC, Lopez-QuinteroJA, ObergH-H, PuchertM, RosenstielP, WittliebJ, et al2012. FoxO is a critical regulator of stem cell maintenance and immortality in Hydra. Proc Natl Acad Sci U S A. 109(48):19697–19702.2315056210.1073/pnas.1209714109PMC3511741

[msac018-B12] Bolger AM , LohseM, UsadelB. 2014. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics30(15):2114–2120.2469540410.1093/bioinformatics/btu170PMC4103590

[msac018-B13] Borgognone A , CastaneraR, MorselliM, López-VarasL, RubbiL, PisabarroAG, PellegriniM, RamírezL. 2018. Transposon-associated epigenetic silencing during *Pleurotus ostreatus* life cycle. DNA Res. 25(5):451–464.2989381910.1093/dnares/dsy016PMC6191308

[msac018-B14] Bourque G , BurnsKH, GehringM, GorbunovaV, SeluanovA, HammellM, ImbeaultM, IzsvákZ, LevinHL, MacfarlanTS, et al2018. Ten things you should know about transposable elements. Genome Biol. 19(1):1–12.3045406910.1186/s13059-018-1577-zPMC6240941

[msac018-B15] Bulmer M. 1986. Neighboring base effects on substitution rates in pseudogenes. Mol Biol Evol. 3(4):322–329.344440810.1093/oxfordjournals.molbev.a040401

[msac018-B16] Canapa A , BaruccaM, BiscottiMA, ForconiM, OlmoE. 2015. Transposons, genome size, and evolutionary insights in animals. Cytogenet Genome Res. 147(4):217–239.2696716610.1159/000444429

[msac018-B17] Castanera R , Lopez-VarasL, BorgognoneA, LaButtiK, LapidusA, SchmutzJ, GrimwoodJ, PerezG, PisabarroAG, GrigorievIV, et al2016. Transposable elements versus the fungal genome: impact on whole-genome architecture and transcriptional profiles. PLoS Genet. 12(6):e1006108.2729440910.1371/journal.pgen.1006108PMC4905642

[msac018-B18] Cavalier-Smith T. 2005. Economy, speed and size matter: evolutionary forces driving nuclear genome miniaturization and expansion. Ann Bot. 95(1):147–175.1559646410.1093/aob/mci010PMC4246715

[msac018-B19] Chapman JA , KirknessEF, SimakovO, HampsonSE, MitrosT, WeinmaierT, RatteiT, BalasubramanianPG, BormanJ, BusamD, et al2010. The dynamic genome of Hydra. Nature464(7288):592–596.2022879210.1038/nature08830PMC4479502

[msac018-B20] Choi JY , LeeY-CG. 2020. Double-edged sword: the evolutionary consequences of the epigenetic silencing of transposable elements. PLoS Genet. 16(7):e1008872.3267331010.1371/journal.pgen.1008872PMC7365398

[msac018-B21] Compere SJ , PalmiterRD. 1981. DNA methylation controls the inducibility of the mouse metallothionein-I gene in lymphoid cells. Cell25(1):233–240.616838710.1016/0092-8674(81)90248-8

[msac018-B22] Cosby RL , ChangN-C, FeschotteC. 2019. Host-transposon interactions: conflict, cooperation and cooption. Genes Dev. 33(17–18):1098–1116.3148153510.1101/gad.327312.119PMC6719617

[msac018-B23] de Mendoza A , HatlebergWL, PangK, LeiningerS, BogdanovicO, PfluegerJ, BuckberryS, TechnauU, HejnolA, AdamskaM, et al2019. Convergent evolution of a vertebrate-like methylome in a marine sponge. Nat Ecol Evol. 3(10):1464–1473.3155883310.1038/s41559-019-0983-2PMC6783312

[msac018-B24] Dimond JL , RobertsSB. 2016. Germline DNA methylation in reef corals: patterns and potential roles in response to environmental change. Mol Ecol. 25(8):1895–1904.2645415210.1111/mec.13414

[msac018-B25] Dimond JL , RobertsSB. 2020. Convergence of DNA methylation profiles of the reef coral *Porites astreoides* in a novel environment. Front Mar Sci. 6:792.

[msac018-B26] Dixon G , LiaoY, BayLK, MatzMV. 2018. Role of gene body methylation in acclimatization and adaptation in a basal metazoan. Proc Natl Acad Sci U S A. 115(52):13342–13346.3053064610.1073/pnas.1813749115PMC6310852

[msac018-B27] Dixon G , MatzM. 2021. Benchmarking DNA methylation assays in a reef‐building coral. Mol Ecol Resour. 21(2):464–477.3305855110.1111/1755-0998.13282

[msac018-B28] Dixon GB , BayLK, MatzMV. 2014. Bimodal signatures of germline methylation are linked with gene expression plasticity in the coral *Acropora millepora*. BMC Genomics15(1):1–11.2551145810.1186/1471-2164-15-1109PMC4378018

[msac018-B29] Dixon GB , BayLK, MatzMV. 2016. Evolutionary consequences of DNA methylation in a basal metazoan. Mol Biol Evol. 33(9):2285–2293.2718956310.1093/molbev/msw100PMC4989105

[msac018-B30] Duncan BK , MillerJH. 1980. Mutagenic deamination of cytosine residues in DNA. Nature287(5782):560–561.699936510.1038/287560a0

[msac018-B31] Durante MK , BaumsIB, WilliamsDE, VohsenS, KempDW. 2019. What drives phenotypic divergence among coral clonemates of *Acropora palmata*?Mol Ecol. 28(13):3208–3224.3128203110.1111/mec.15140PMC6852117

[msac018-B32] Espinas NA , TuLN, FurciL, ShimajiriY, HarukawaY, MiuraS, TakunoS, SazeH. 2020. Transcriptional regulation of genes bearing intronic heterochromatin in the rice genome. PLoS Genet. 16(3):e1008637.3218717910.1371/journal.pgen.1008637PMC7145194

[msac018-B33] Feng S , CokusSJ, ZhangX, ChenP-Y, BostickM, GollMG, HetzelJ, JainJ, StraussSH, HalpernME, et al2010. Conservation and divergence of methylation patterning in plants and animals. Proc Natl Acad Sci U S A. 107(19):8689–8694.2039555110.1073/pnas.1002720107PMC2889301

[msac018-B34] Giordano J , GeY, GelfandY, AbrusánG, BensonG, WarburtonPE. 2007. Evolutionary history of mammalian transposons determined by genome-wide defragmentation. PLoS Comput Biol. 3(7):e137.1763082910.1371/journal.pcbi.0030137PMC1914374

[msac018-B35] Gregory TR. 2010. Animal genome size database. Available from: http://www.genome size.com/.

[msac018-B36] Grunau C , RenaultE, RosenthalA, RoizesG. 2001. MethDB—a public database for DNA methylation data. Nucleic Acids Res. 29(1):270–274.1112510910.1093/nar/29.1.270PMC29842

[msac018-B37] Hamada M , SatohN, KhalturinK. 2020. A Reference Genome from the symbiotic hydrozoan, *Hydra viridissima*. G3 (Bethesda)10(11):3883–3895.3290090510.1534/g3.120.401411PMC7642931

[msac018-B38] Harony H , AnkriS. 2008. What do unicellular organisms teach us about DNA methylation?Trends Parasitol. 24(5):205–209.1840326810.1016/j.pt.2008.02.002

[msac018-B39] Hemmrich G , KhalturinK, BoehmAM, PuchertM, Anton-ErxlebenF, WittliebJ, KlostermeierUC, RosenstielP, ObergH-H, Domazet-LošoT, et al2012. Molecular signatures of the three stem cell lineages in *Hydra* and the emergence of stem cell function at the base of multicellularity. Mol Biol Evol. 29(11):3267–3280.2259598710.1093/molbev/mss134

[msac018-B40] Holliday R , PughJE. 1975. DNA modification mechanisms and gene activity during development. Science187(4173):226–232.1111098

[msac018-B41] Hollister JD , GautBS. 2009. Epigenetic silencing of transposable elements: a trade-off between reduced transposition and deleterious effects on neighboring gene expression. Genome Res. 19(8):1419–1428.1947813810.1101/gr.091678.109PMC2720190

[msac018-B42] Huttley GA , MacRaeAF, CleggMT. 1995. Molecular evolution of the Ac/Ds transposable element family in pearl millet and other grasses. Genetics139(3):1411–1419.776844810.1093/genetics/139.3.1411PMC1206466

[msac018-B43] Keller TE , HanP, YiSV. 2016. Evolutionary transition of promoter and gene body DNA methylation across invertebrate–vertebrate boundary. Mol Biol Evol. 33(4):1019–1028.2671562610.1093/molbev/msv345PMC4776710

[msac018-B44] Kenny NJ , FrancisWR, Rivera-VicénsRE, JuravelK, de MendozaA, Díez-VivesC, ListerR, Bezares-CalderónLA, GrombacherL, RollerM, et al2020. Tracing animal genomic evolution with the chromosomal-level assembly of the freshwater sponge *Ephydatia muelleri*. Nat Commun. 11(1):1–11.3271932110.1038/s41467-020-17397-wPMC7385117

[msac018-B45] Khalturin K , Anton-ErxlebenF, MildeS, PlötzC, WittliebJ, HemmrichG, BoschTCG. 2007. Transgenic stem cells in Hydra reveal an early evolutionary origin for key elements controlling self-renewal and differentiation. Dev Biol. 309(1):32–44.1765927210.1016/j.ydbio.2007.06.013

[msac018-B46] Kim D , LangmeadB, SalzbergSL. 2015. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 12(4):357–360.2575114210.1038/nmeth.3317PMC4655817

[msac018-B47] Krueger F , AndrewsSR. 2011. Bismark: a flexible aligner and methylation caller for bisulfite-Seq applications. Bioinformatics27(11):1571–1572.2149365610.1093/bioinformatics/btr167PMC3102221

[msac018-B48] Kyger R , Luzuriaga-NeiraA, LaymanT, Milkewitz SandbergTO, SinghD, HuchonD, PeriS, AtkinsonSD, BartholomewJL, YiSV, et al2021. Myxosporea (Myxozoa, Cnidaria) lack DNA cytosine methylation. Mol Biol Evol. 38(2):393–404.3289824010.1093/molbev/msaa214PMC7826176

[msac018-B49] Lechner M , MarzM, IhlingC, SinzA, StadlerPF, KraussV. 2013. The correlation of genome size and DNA methylation rate in metazoans. Theory Biosci. 132(1):47–60.2313246310.1007/s12064-012-0167-y

[msac018-B50] Lewis SH , RossL, BainSA, PahitaE, SmithSA, CordauxR, MiskaEA, LenhardB, JigginsFM, SarkiesP. 2020. Widespread conservation and lineage-specific diversification of genome-wide DNA methylation patterns across arthropods. PLoS Genet. 16(6):e1008864.3258482010.1371/journal.pgen.1008864PMC7343188

[msac018-B51] Li Y , LiewYJ, CuiG, CziesielskiMJ, ZahranN, MichellCT, VoolstraCR, ArandaM. 2018. DNA methylation regulates transcriptional homeostasis of algal endosymbiosis in the coral model *Aiptasia*. Sci Adv. 4(8):eaat2142.3011678210.1126/sciadv.aat2142PMC6093633

[msac018-B52] Liao Y , SmythGK, ShiW. 2014. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics30(7):923–930.2422767710.1093/bioinformatics/btt656

[msac018-B53] Lieberman MW , BeachLR, PalmiterRD. 1983. Ultraviolet radiation-induced metallothionein-I gene activation is associated with extensive DNA demethylation. Cell35(1):207–214.662739510.1016/0092-8674(83)90223-4

[msac018-B54] Liew YJ , ZoccolaD, LiY, TambuttéE, VennAA, MichellCT, CuiG, DeutekomES, KaandorpJA, VoolstraCR, et al2018. Epigenome-associated phenotypic acclimatization to ocean acidification in a reef-building coral. Sci Adv. 4(6):eaar8028.2988177810.1126/sciadv.aar8028PMC5990304

[msac018-B55] Mariani CJ , VasanthakumarA, MadzoJ, YesilkanalA, BhagatT, YuY, BhattacharyyaS, WengerRH, CohnSL, NanduriJ, et al2014. TET1-mediated hydroxymethylation facilitates hypoxic gene induction in neuroblastoma. Cell Rep. 7(5):1343–1352.2483599010.1016/j.celrep.2014.04.040PMC4516227

[msac018-B56] Matzke MA , PrimigM, TrnovskyJ, MatzkeAJM. 1989. Reversible methylation and inactivation of marker genes in sequentially transformed tobacco plants. EMBO J. 8(3):643–649.1645387210.1002/j.1460-2075.1989.tb03421.xPMC400855

[msac018-B57] Mills RE , BennettEA, IskowRC, DevineSE. 2007. Which transposable elements are active in the human genome?Trends Genet. 23(4):183–191.1733161610.1016/j.tig.2007.02.006

[msac018-B58] Morgan HD , SutherlandHG, MartinDI, WhitelawE. 1999. Epigenetic inheritance at the agouti locus in the mouse. Nat Genet. 23(3):314–318.1054594910.1038/15490

[msac018-B59] Morris L , VoolstraCR, QuigleyKM, BourneDG, BayLK. 2019. Nutrient availability and metabolism affect the stability of coral-Symbiodiniaceae symbioses. Trends Microbiol. 27(8):678–689.3098781610.1016/j.tim.2019.03.004

[msac018-B60] Mortazavi A , WilliamsBA, McCueK, SchaefferL, WoldB. 2008. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods. 5(7):621–628.1851604510.1038/nmeth.1226PMC13303166

[msac018-B61] Nanty L , CarbajosaG, HeapGA, RatnieksF, van HeelDA, DownTA, RakyanVK. 2011. Comparative methylomics reveals gene-body H3K36me3 in *Drosophila* predicts DNA methylation and CpG landscapes in other invertebrates. Genome Res. 21(11):1841–1850.2194083610.1101/gr.121640.111PMC3205569

[msac018-B62] Niederhuth CE , BewickAJ, JiL, AlabadyMS, KimKD, LiQ, RohrNA, RambaniA, BurkeJM, UdallJA, et al2016. Widespread natural variation of DNA methylation within angiosperms. Genome Biol. 17(1):194.2767105210.1186/s13059-016-1059-0PMC5037628

[msac018-B63] Putnam HM , DavidsonJM, GatesRD. 2016. Ocean acidification influences host DNA methylation and phenotypic plasticity in environmentally susceptible corals. Evol Appl. 9(9):1165–1178.2769552410.1111/eva.12408PMC5039329

[msac018-B64] Quesneville H. 2020. Twenty years of transposable element analysis in the *Arabidopsis thaliana* genome. Mobile DNA. 11(1):1–13.3274231310.1186/s13100-020-00223-xPMC7385966

[msac018-B65] Regev A , LambMJ, JablonkaE. 1998. The role of DNA methylation in invertebrates: developmental regulation or genome defense?Mol Biol Evol. 15(7):880–891.

[msac018-B66] Roberts SB , GaveryMR. 2012. Is there a relationship between DNA methylation and phenotypic plasticity in invertebrates?Front Physiol. 2:116.2223260710.3389/fphys.2011.00116PMC3249382

[msac018-B67] Rodríguez-Casariego JA , Mercado-MolinaAE, Garcia-SoutoD, Ortiz-RiveraIM, LopesC, BaumsIB, SabatAM, Eirin-LopezJM. 2020. Genome-Wide DNA methylation analysis reveals a conserved epigenetic response to seasonal environmental variation in the staghorn coral *Acropora cervicornis*. Front Mar Sci. 7:822.

[msac018-B68] Rošić S , AmourouxR, RequenaCE, GomesA, EmperleM, BeltranT, RaneJK, LinnettS, SelkirkME, SchifferPH, et al2018. Evolutionary analysis indicates that DNA alkylation damage is a byproduct of cytosine DNA methyltransferase activity. Nat Genet. 50(3):452–459.2945967810.1038/s41588-018-0061-8PMC5865749

[msac018-B69] Sarda S , ZengJ, HuntBG, YiSV. 2012. The evolution of invertebrate gene body methylation. Mol Biol Evol. 29(8):1907–1916.2232871610.1093/molbev/mss062

[msac018-B70] Tweedie S , NgHH, BarlowAL, TurnerBM, HendrichB, BirdA. 1999. Vestiges of a DNA methylation system in *Drosophila melanogaster*?Nat Genet. 23(4):389–390.1058102010.1038/70490

[msac018-B71] Wang X , LiQ, LianJ, LiL, JinL, CaiH, XuF, QiH, ZhangL, WuF, et al2014. Genome-wide and single-base resolution DNA methylomes of the Pacific oyster *Crassostrea gigas* provide insight into the evolution of invertebrate CpG methylation. BMC Genomics15(1):1–12.2551497810.1186/1471-2164-15-1119PMC4378273

[msac018-B72] Wang Y , JordaM, JonesPL, MaleszkaR, LingX, RobertsonHM, MizzenCA, PeinadoMA, RobinsonGE. 2006. Functional CpG methylation system in a social insect. Science314(5799):645–647.1706826210.1126/science.1135213

[msac018-B73] Wittlieb J , KhalturinK, LohmannJU, Anton-ErxlebenF, BoschTCG. 2006. Transgenic Hydra allow in vivo tracking of individual stem cells during morphogenesis. Proc Natl Acad Sci U S A. 103(16):6208–6211.1655672310.1073/pnas.0510163103PMC1458856

[msac018-B74] Wong WY , SimakovO, BridgeDM, CartwrightP, BellantuonoAJ, KuhnA, HolsteinTW, DavidCN, SteeleRE, MartínezDE. 2019. Expansion of a single transposable element family is associated with genome-size increase and radiation in the genus *Hydra*. Proc Natl Acad Sci U S A. 116(46):22915–22917.3165903410.1073/pnas.1910106116PMC6859323

[msac018-B75] Xu X , LiG, LiC, ZhangJ, WangQ, SimmonsDK, ChenX, WijesenaN, ZhuW, WangZ, et al2019. Evolutionary transition between invertebrates and vertebrates via methylation reprogramming in embryogenesis. Natl Sci Rev. 6(5):993–1003.3469196010.1093/nsr/nwz064PMC8291442

[msac018-B76] Yoder JA , WalshCP, BestorTH. 1997. Cytosine methylation and the ecology of intragenomic parasites. Trends Genet. 13(8):335–340.926052110.1016/s0168-9525(97)01181-5

[msac018-B77] Zemach A , McDanielIE, SilvaP, ZilbermanD. 2010. Genome-wide evolutionary analysis of eukaryotic DNA methylation. Science328(5980):916–919.2039547410.1126/science.1186366

[msac018-B78] Zhou W , LiangG, MolloyPL, JonesPA. 2020. DNA methylation enables transposable element-driven genome expansion. Proc Natl Acad Sci U S A. 117(32):19359–19366.3271911510.1073/pnas.1921719117PMC7431005

# Supplementary material for: The Role of DNA Methylation in Genome Defense in Cnidaria and Other Invertebrates
**Source:** Mol Biol Evol. 2022 Jan 27;39(2):msac018. doi: 10.1093/molbev/msac018
**Supplement:** msac018_Supplementary_Data

## Supplementary Figures

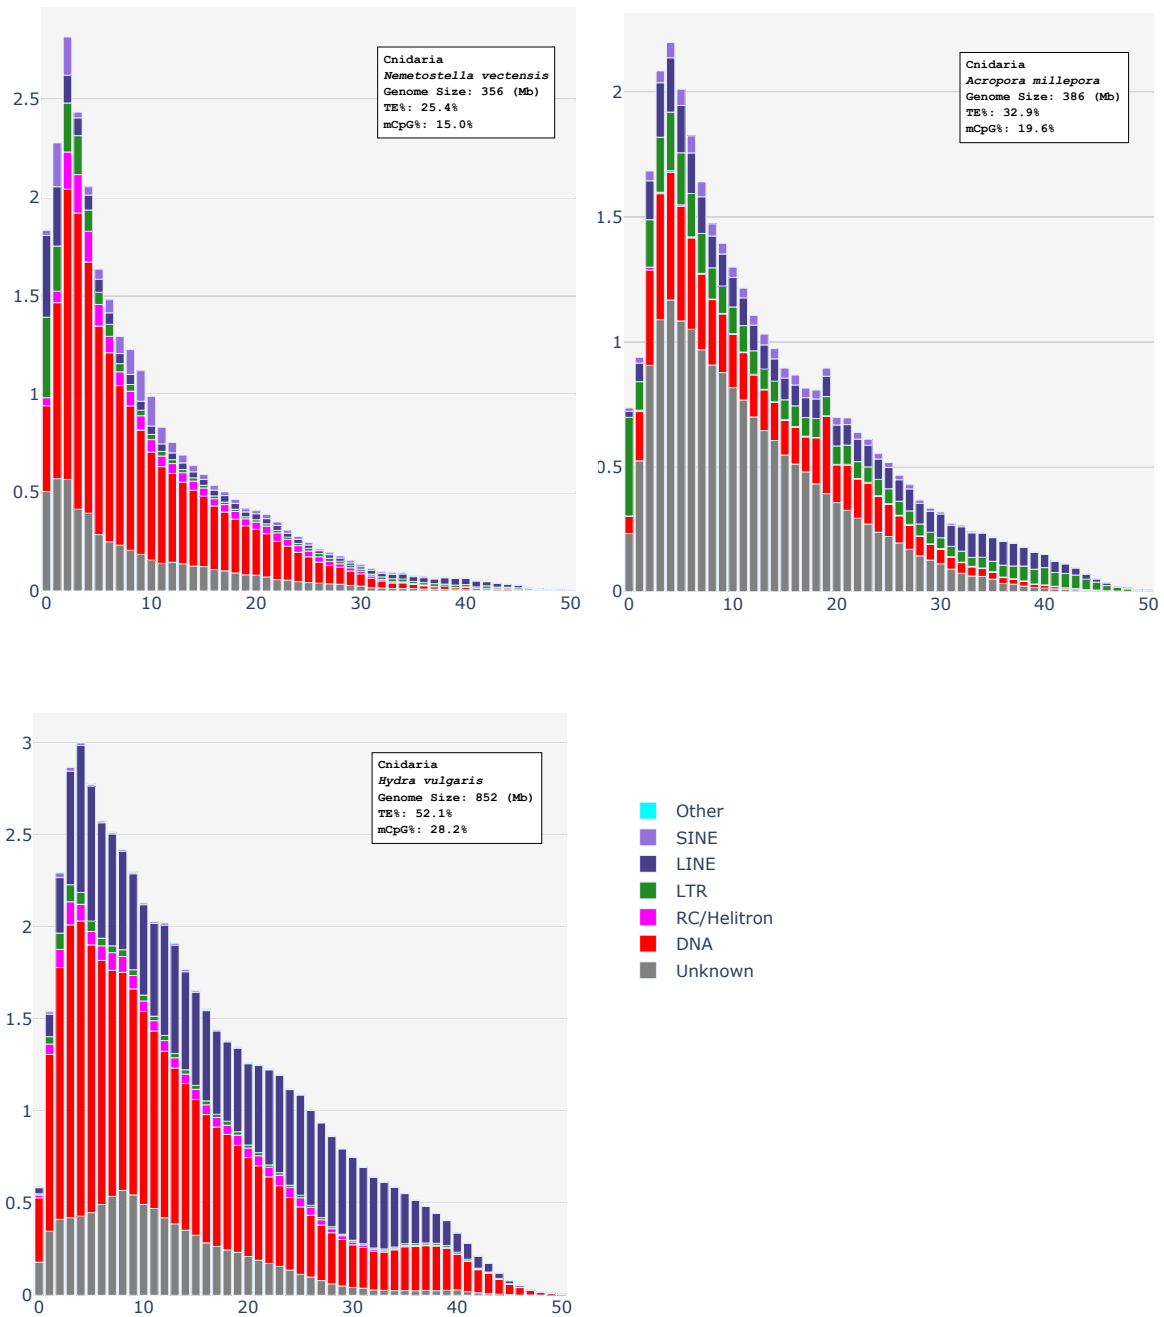

**Supplementary Figure S1:** Distribution of repeat classes and families at given divergence in the three cnidarian genomes. The x axis represents the extent of divergence (Kimura distance) of individual transposons from the corresponding consensus sequences generated by RepeatMasker. The y axis indicates the percentage of the genome accounted for.

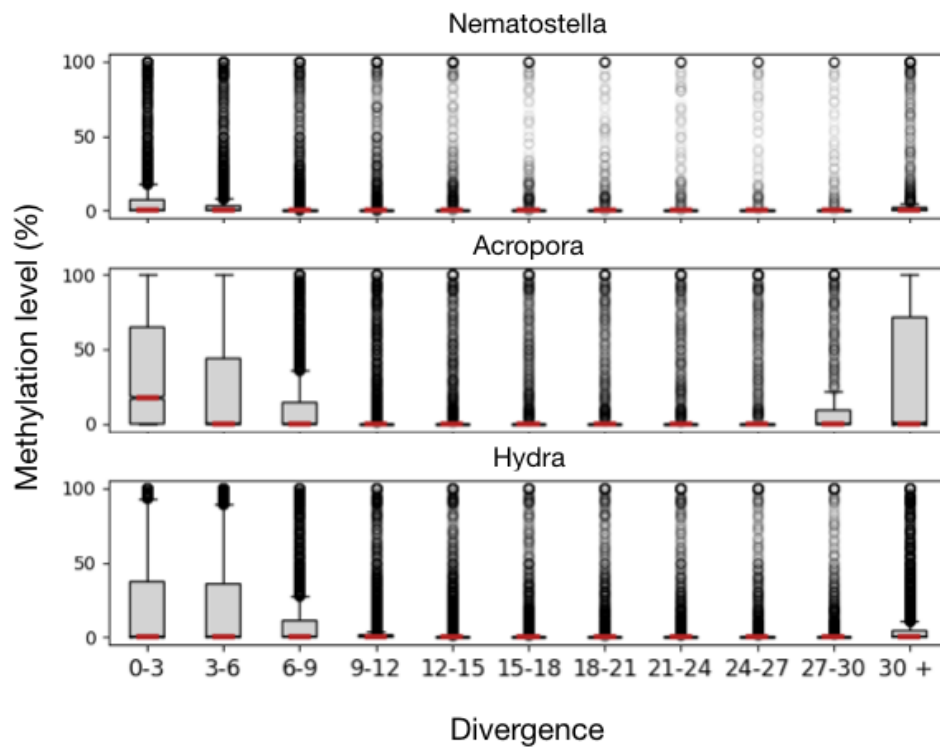

**Supplementary Figure S2:** DNA methylation level distribution of intergenic transposons across different divergence bins.

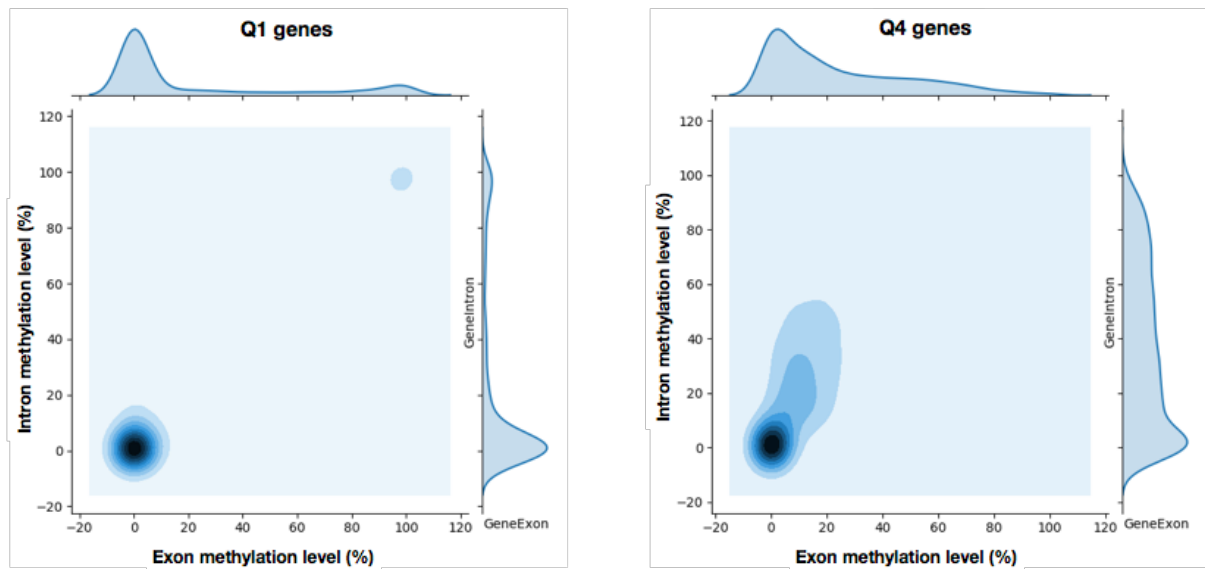

**Supplementary Figure S3:** Smooth kernel scatter plots showing that DNA methylation increases more in introns than in exons along with increases in gene expression levels. The x axis indicates exon ML and the y axis denotes the corresponding intron ML for each individual gene. For the lowest (Q1) expression quartile, both introns and exons tend to be either not methylated or almost fully methylated, and they agree with each other for a gene (along the diagonal). For the highest (Q4) expression quartile, the dark area is clearly shifted towards the upper part, which suggests that introns are more highly methylated than exons within the same gene.

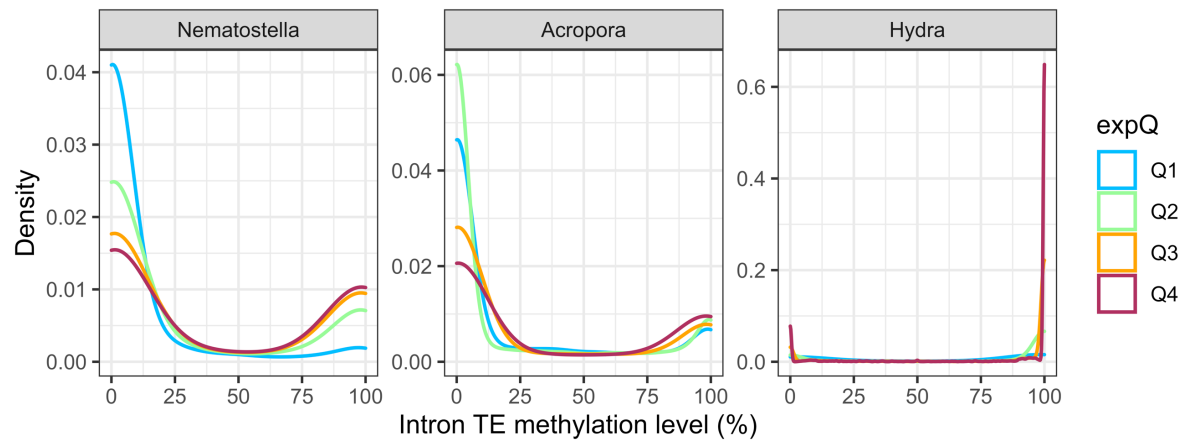

**Supplementary Figure S4:** Transposon methylation levels increase with gene expression level. The figure shows kernel density plots of transposon methylation level for transposons within gene bodies in genes across the lowest (Q1) to highest (Q4) expression quartiles across the three cnidarians.

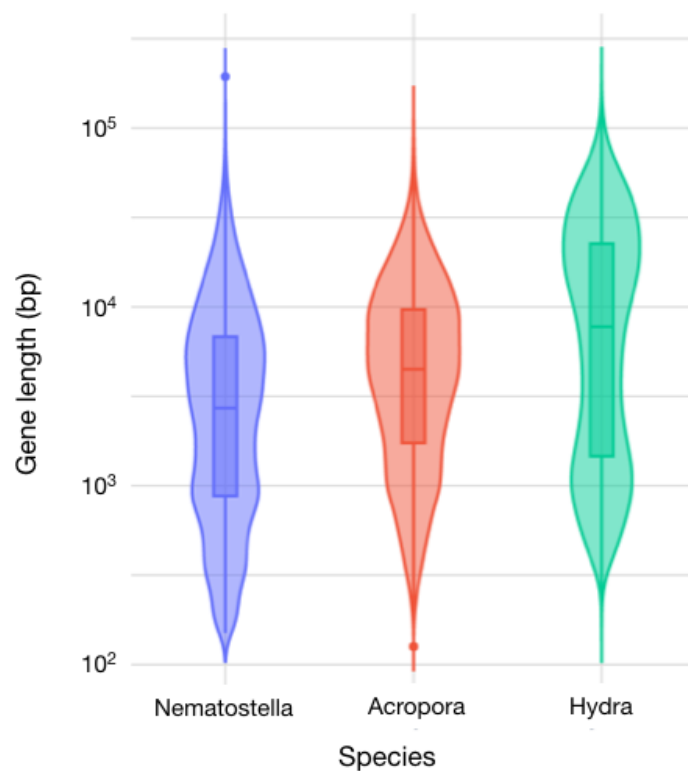

**Supplementary Figure S5:** Violin plots of gene lengths in the three cnidarian species. Although the sizes of the transcripts are similar across the three species (Supplementary table S8), *Hydra* genes are significantly longer; this size increase is a consequence of longer introns resulting from insertion of transposons.

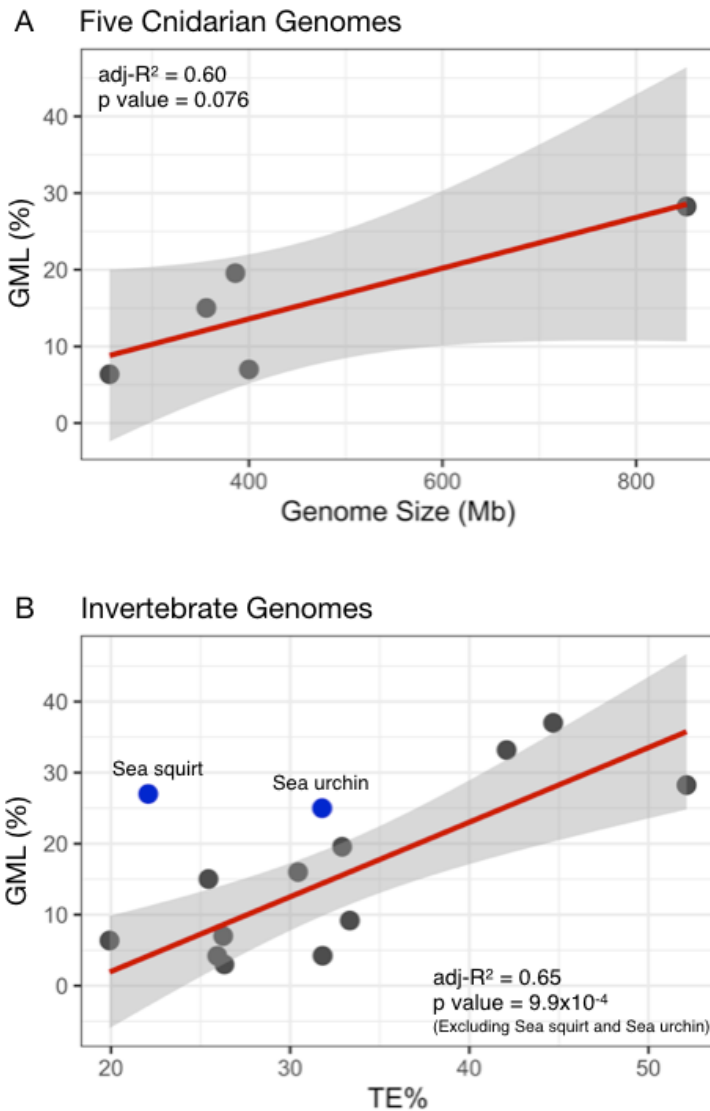

**Supplementary Figure S6:** (A) Relationship between genome size and transposon content in cnidarians. No correlation was observed ( $p > 0.05$ ) across the same five cnidarian species as in Figure 6B. (B) Levels of genome wide methylation (y axis) and transposon content (x axis) for the same range of invertebrates as in Figure 6D, but also including the deuterostome invertebrates *Ciona* (a sea squirt) and *Strongylocentrotus* (a sea urchin). Note that the correlation shown was calculated after exclusion of the deuterostome data. Levels of methylation of the sea urchin and particularly the sea squirt genomes are somewhat higher than expected based on the transposon content, possibly as a consequence of secondary roles of methylation (in embryonic re-programming) in the deuterostome lineage (see text).

How the deposited data were processed for this re-analysis (not part of the article)

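The deposited series holds 15 *Nematostella* RNA-seq libraries of adult polyps, 5 each from cultures at 15, 20, and 25 °C and 16‰ salinity. The sample labels give the mesenteric body portion as tissue and a stranded library of polyadenylated RNA. The labels gave the temperature and the replicate number of each library, and no library was grouped by its values. The paper lists 1 RNA-seq library for *Nematostella* and states that it came from the same biological samples as the methylation data. Which of the 15 libraries this was could not be read from the labels, so every library was analyzed.

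The authors made the counts as whole numbers of fragments per gene, without normalization. The paper's methods name Trimmomatic, hisat2, and FeatureCounts with default parameters, and the labels do not state whether the deposited table was made with the same steps. Each library has 2 columns of counts, whose meaning the labels do not give. They were treated as 2 sequencing runs and summed. The length column of the table equaled the summed exon length of the gene model for every gene. The deposited gene models combine JGI models with transcripts assembled by TACO, on 4660 scaffolds.

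Total counts per library ran from 3526175 to 22160961. The 15 °C libraries had the lowest median total. A count of 0 was read as allowing up to 3 counts, and such limits cover counting error only.

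RPKM was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Expressed genes (RPKM > 0) were ranked in each library and divided into 4 quartiles of equal size. Gene length was taken from the start to the end of the model, and long genes were those of at least 5 kb, as in the paper. The ratio of the Q4 to the Q1 median length and the gap in long genes between Q2–Q4 and Q1 were chosen as summaries before the quartile values were seen. Agreement between libraries was the share of genes expressed in both that were in the same quartile, tested by permuting temperatures over libraries with 100000 resamples. Correlations across libraries or species were tested with as many resamples, all two-sided.

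The temperatures were compared in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr filter, and the robust quasi-likelihood F-test over all 15 libraries. The filter kept 17818 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Alternatives used DESeq2 1.42.0 with its size factors and Wald test, limma-voom from limma 3.58.1, upper-quartile normalization, no filter, at least 10 counts in every library, an absolute log2 fold change of at least 1, only the 10 libraries compared, a block for the replicate number, a loess offset on exon length, and each library left out in turn. For the quartiles, the alternatives were an RPKM of at least 0.1, at least 10 counts, CPM without division by length, multi-exon genes only, genes of at least 2 kb only, and quartiles from the mean RPKM. Other splits of the 10 libraries of a comparison were tested with 100 splits drawn with a fixed seed.

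The named genes were chosen by a rule. Of the genes called between 25 and 15 °C with an average log2 CPM of at least 0 and no overlap between the libraries of the 2 temperatures, those with the 2 largest rises and the 2 largest falls were named. Genes of the methylation machinery were to be named as well, but 0 of the gene identifiers matched the table of gene symbols, so these were not analyzed here.

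The procedures were tested on simulated data. With 200 changed genes planted, edgeR recovered 199 at 17581 genes tested, with 9 false calls, DESeq2 recovered 199 with 17, and limma-voom 198 with 7. Every planted change exceeded an absolute log2 fold change of 1, so the recovery of smaller changes was not tested. Of the 5641 genes called between 25 and 15 °C, 1249 reached that size. Planted median lengths, with the same length for all genes of a quartile, were recovered in all 4 quartiles of 15 of 15 libraries. In 100 simulations without an effect, the permutation test of quartile agreement gave p under 0.05 in 4. These simulated libraries had equal depth and counting noise only. They therefore do not test whether the depth difference between temperatures can produce a gap. A simulated random split of a library into runs gave a dispersion of 1.01.

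Methylation levels were not analyzed here. CpG ratios of the gene models were left out because no genome sequence was used here. Correlations across species used the values of the paper's supplementary tables S9 and S10, and gene model values were set beside table S8.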

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

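The tests for a mislabelled library, and the tests of counting noise and exon length in the run difference, were chosen only after the results they weigh had been seen.

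The paper does not compare the culture temperatures, and the deposited counts differ between them. Between 25 and 15 °C, 5641 of 17818 genes had an adjusted p under 0.05 (edgeR), 2665 higher and 2976 lower at 25 °C. Between 20 and 15 °C there were 3345 such genes, 1722 higher and 1623 lower at 20 °C, and between 25 and 20 °C there were 655, 203 higher and 452 lower at 25 °C. Of the tested genes, 3488 (19.6%) had no overlap between the 5 libraries at 25 °C and the 5 at 15 °C, where chance gives 0.794%. In each of the 3 comparisons, 1 of 100 splits of the 10 libraries gave as many genes, and it was the real one. The largest number from any other split was 1011 genes for 25 and 15 °C, 608 for 20 and 15 °C, and 25 for 25 and 20 °C.

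Several technical explanations of the genes called between 25 and 15 °C were tested. With every library thinned to the lowest total, 65.9% of the called genes were still called in the same direction, which argues against library depth as the whole cause. The 10 most abundant genes of a library held 12.7% to 20.1% of its counts. Without those of every library, 97.6% of the called genes were still called in the same direction, so the most abundant genes do not account for the calls. With a loess offset on exon length 93.3% were, which argues against exon length. Of the genes called from run 1 and tested in run 2, 99.2% had the same sign in run 2 and 68.4% were also called there with that sign, from fewer counts. The signs argue against a difference between the runs as the whole cause. A mislabelled library is argued against by the 15 of 15 libraries that correlated best with a library of their own temperature. In the other comparisons, thinning left 66.1% of the genes called between 20 and 15 °C and 53.3% of those called between 25 and 20 °C, leaving out abundant genes left 99.1% and 92.4%, and the offset left 95.8% and 96.2%. A response of the polyps to culture temperature is a candidate explanation, as a hypothesis. Neither the labels nor the paper's text say whether polyps of one temperature shared a culture box or a day of processing, and such a batch cannot be told apart from temperature because it would follow the same groups. Reads shared between paralogs and reads of other organisms were not tested.

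The 2 runs of a library differed gene by gene, in columns the paper does not report on. The dispersion of the run split over genes had a median of 7.39 over the 15 libraries, from 5.11 to 12.6, where counting noise alone gives a value near 1 and a simulated random split gave 1.01. Counting noise is therefore not enough. The log ratio of the runs correlated between libraries, with a mean of 0.770 over pairs, from 0.627 to 0.855, across the 6982 genes with a mean of at least 200 counts. Exon length explained 8.97% of the variance of the mean log ratio, which argues against exon length as the main cause. The log ratio still had a negative rho with exon length in each library, from -0.442 to -0.269. A smaller part of exon length is therefore not excluded. What the columns stand for is not stated in the labels, and the fragment size of the runs was not tested. The design gives no biological explanation, since both columns belong to one library, and none was tested.

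Among the 15 °C libraries, replicate 3 had 4028 genes of at least 2 kb in Q3 and the others had 4232 to 4313. Its gap to the nearest library was 0.716 of the range, above the critical value of 0.71 for 5 libraries. This was the only such library among 48 groups, from 16 measures, where about 2.4 are given by chance. With every library thinned to the lowest total, replicate 3, which keeps its 4028 genes, lay within the 3974 to 4083 genes of the others. The lowest library was then another one, and its gap was 0.495 of the range, under the critical value. This is consistent with library depth as the cause, since replicate 3 had the lowest total. No biological explanation was tested.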

How the results depend on the processing

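The alternatives were set before the data were examined, except these, which were chosen after seeing the data: run 1 alone, run 2 alone, libraries thinned to the lowest total, the fits without the 10 most abundant genes, and the loess offset for the relation of response and gene length.

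For the genes called between temperatures, an absolute log2 fold change of at least 1 left 1249 genes between 25 and 15 °C, 788 between 20 and 15 °C, and 177 between 25 and 20 °C, fewer by construction. Run 2 alone gave 2210 genes between 20 and 15 °C and 419 between 25 and 20 °C, and thinned libraries gave 390 between 25 and 20 °C. Both hold fewer counts. All other settings except those that left out a library stayed within 1.5 times the count, with DESeq2 giving 5733, 3504, and 939. Across the 10 fits that each left out one library, the counts ran from 4683 to 6175, from 2734 to 3712, and from 399 to 586. Between 25 and 20 °C, the count moved by over 1.5 times without 20 °C replicate 4 (426), 20 °C replicate 5 (421), 25 °C replicate 2 (433), and 25 °C replicate 5 (399). At most 4 genes changed sign under any setting, all with single runs or thinned libraries.

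Replicate numbers repeat across temperatures, and a block for them gave 5905, 3547, and 740 genes, or 5882, 3596, and 769 with the offset on exon length. The 15 same-numbered pairs correlated at -0.089 to 0.286, with 6 of them over 0.1 and a mean of 0.089, against -0.022 in the other 60 pairs. The labels do not state that equal numbers mark a pairing.

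The mean number of expressed genes was 17448 with at least 10 counts, 21568 in run 1, 20489.5 in run 2, and 20679 after thinning. Leaving out one library gave 22106 to 22272. The last 3 alternatives hold fewer counts, so depth limits this number.

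The ratio of Q4 to Q1 median gene length was 1.19 with at least 10 counts, 6.99 without division by length, 1.65 with multi-exon genes, 1.23 with genes of at least 2 kb, 2.53 in run 1, 2.11 in run 2, 2.14 after thinning, and 4.14 with quartiles from the mean RPKM. In the same order, the gap in long genes between Q2–Q4 and Q1 was 9.06, 34.6, 22.0, 15.0, 23.2, 21.2, 21.5, and 27.5 points. Every mean stayed above 1 for the ratio and above 0 for the gap. The cause was not tested. Leaving out one library gave 2.80 to 2.87 and 24.5 to 24.7. The gap in quartile agreement within and between temperatures kept its side of the threshold under the 6 alternatives that gave it, and ran from 4.00 to 4.89 with one library left out.

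The median gene length of the models was 3180 bp with at least 1 count and 4501.5 bp with multi-exon genes, by construction. The correlation of transposon content with methylation over species fell short of the threshold for middle-aged transposons (r = 0.301, permutation p = 0.342), and the cause was not tested. Under its 5 other alternatives r stayed past the threshold, but without the 2 species farthest from the median rho did not (0.503, permutation p = 0.143). After adjustment over the 7 sets, rho also fell short for old transposons and with 2 deuterostomes added (adjusted permutation p = 0.0665 for each). For genome size and transposon content, r and rho stayed past it under 3 alternatives. The rank correlation of temperature response with gene length stayed negative under 4 alternatives, and ran from -0.109 to -0.080 with one library left out.

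Not run were the CpG ratio and the genes of the methylation machinery. The longest-transcript alternative gave no other value, as each gene has 1 transcript, and quartiles from the mean RPKM give no agreement between libraries.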

Other observations

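The tests with thinned libraries, with single runs, and with the offset on exon length use alternatives chosen after seeing the data. All tests reported here were run on the same data in which the patterns were found.

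The 4 named genes, from the JGI models, differed between 25 and 15 °C without overlap of the libraries. Ranges over the alternatives leave out the fits without one library, which are given apart. NEMVEDRAFT_v1g245520.EDO36422, on scaffold NEMVEscaffold_164 from 311687 to 314467, had a CPM of 1.35 ± 0.867 (SD, n = 5) at 15 °C and 32.1 ± 2.62 at 25 °C. Its log2 fold change was 4.43 (standard error 0.29, adjusted p = 1.48e-08 from edgeR), from 4.02 to 4.74 over the alternatives, with adjusted p from 5.42e-51 to 1.06e-06, and from 4.21 to 4.73 with one library left out. It overlaps 1 model on the opposite strand and had 1 to 20 counts in the 15 °C libraries. NEMVEDRAFT_v1g108202.EDO40186, on NEMVEscaffold_89 from 100365 to 100721, had 1 to 8 counts in the 15 °C libraries. Its log2 fold change was 4.22 (standard error 0.29, adjusted p = 6.35e-09 from edgeR), from 3.88 to 4.72 over the alternatives, with adjusted p from 2.36e-27 to 1.54e-06, and from 4.01 to 4.57 with one library left out. Its 15 °C counts lie near the 3 that a count of 0 allows. NEMVEDRAFT_v1g211382.EDO37610, on NEMVEscaffold_137 from 109643 to 111403, had a log2 fold change of -5.41 (standard error 0.28, adjusted p = 1.78e-10 from edgeR), from -6.39 to -5.21 over the alternatives, with adjusted p from 1.06e-40 to 1.81e-08, and from -5.64 to -5.05 with one library left out. It had 2 to 5 counts in the 25 °C libraries. NEMVEDRAFT_v1g144189.EDO29545, a single exon of 168 bp on NEMVEscaffold_956 from 29171 to 29338, had 10 to 104 counts at 15 °C and is listed at 0 in every 20 and 25 °C library. Against 3 counts it was at least 23.2-fold lower at 25 °C and at least 24.7-fold lower at 20 °C. None of the 4 genes was tested with at least 10 counts in every library, and the last was also not tested with single runs, thinned libraries, or only the 10 libraries compared. A variant of the strain against the reference was not tested for any of them.

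Fewer genes were expressed at 15 °C than at 20 °C. With every library thinned to the lowest total, the numbers were 20754.8 ± 344 (SD, n = 5) at 15 °C, 20742 ± 206 at 20 °C, and 20539.6 ± 169 at 25 °C. The mean at 20 °C minus that at 15 °C was then -12.6 genes, which is consistent with library depth as the cause of the difference.

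The 2 runs of one library put 80.3% ± 3.29 (SD, n = 15) of genes in the same quartile. Libraries of one temperature shared 81.5% in run 1 and 78.9% in run 2. With every run thinned to the smallest run, the share between the runs of a library was 72.3% ± 0.700, against 71.3% in run 1 and 72.0% in run 2 between libraries of one temperature. Library depth as the cause cannot be told apart from a difference between the runs, because these shares lie within or near the spread between libraries. No biological explanation applies to runs of one library.

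Across genes, which are not independent replicates, the log2 fold change between 25 and 15 °C had a Spearman's rho of -0.097 with gene length. Of the long genes, 13.9% were higher and 20.5% lower at 25 °C, and of the short genes 15.9% were higher and 13.4% lower. Of 100 splits of the libraries, 22 gave a rho as far from 0, so chance was not excluded. Given exon length, the partial rho was -0.066, and with the loess offset on exon length, chosen after seeing the data, rho with gene length was -0.035. Whether exon length is a cause stays open, because the relation itself was not set apart from chance.

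Long genes had a lower dispersion between libraries of one temperature than short genes of similar count, by a median of -0.17 on the log2 scale, in 16 of 20 bins of expression. Among the genes with a count above the median the gap was -0.32, lower in 20 of 20 bins, which argues against counting noise at low counts. In run 1 alone the gap was -0.14, lower in 14 of 20 bins. In run 2 alone it was -0.139, lower in 16 of 20 bins. A gap in each run argues against a difference between the runs. Within a temperature the gap was -0.08 at 15 °C, -0.09 at 20 °C, and -0.06 at 25 °C. It was lower in 16, 17, and 14 of 20 bins, in that order. No null from other groupings of genes was run, so a lower variability of long genes is a hypothesis. The design gives no biological explanation for it, and none was tested.

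The paper's values in table S10 gave r = 0.824 (permutation p = 0.00181) and rho = 0.692 (permutation p = 0.0158) between transposon content and methylation over 12 invertebrates, with an adjusted R² of 0.646. The adjusted p was 0.00634 for r over the 7 sets computed. Without the 2 species farthest from the median transposon content, r was 0.741 (permutation p = 0.0178) and rho was 0.503 (permutation p = 0.143). A few extreme species therefore cannot be told apart as the source, because r and rho fall on different sides of the threshold with 10 species. The correlation r was 0.940 for young, 0.301 for middle-aged, and 0.686 for old transposons. It was 0.885 without arthropods and 0.654 with 2 deuterostomes added. Over 29 cnidarians in table S9, genome size and transposon content gave r = 0.827 (permutation p = 1e-05, the smallest it can give) and rho = 0.651 (permutation p = 0.00022), with r = 0.690 without the 2 species farthest from the median genome size. The adjusted p for r was 2e-05 over the 4 sets computed. Species share ancestry, which these tests do not correct for.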
